# Combined Effects of High-Dose Bisphenol A and Oxidizing Agent (KBrO_3_) on Cellular Microenvironment, Gene Expression, and Chromatin Structure of Ku70-deficient Mouse Embryonic Fibroblasts

**DOI:** 10.1289/EHP237

**Published:** 2016-04-15

**Authors:** Natalie R. Gassman, Erdem Coskun, Pawel Jaruga, Miral Dizdaroglu, Samuel H. Wilson

## Abstract

**Background:**

Exposure to bisphenol A (BPA) has been reported to alter global gene expression, induce epigenetic modifications, and interfere with complex regulatory networks of cells. In addition to these reprogramming events, we have demonstrated that BPA exposure generates reactive oxygen species and promotes cellular survival when co-exposed with the oxidizing agent potassium bromate (KBrO3).

**Objectives:**

We determined the cellular microenvironment changes induced by co-exposure of BPA and KBrO3 versus either agent alone.

**Methods:**

Ku70-deficient cells were exposed to 150 μM BPA, 20 mM KBrO3, or co-exposed to both agents. Four and 24 hr post-damage initiation by KBrO3, with BPA-only samples timed to coincide with these designated time points, we performed whole-genome microarray analysis and evaluated chromatin structure, DNA lesion load, glutathione content, and intracellular pH.

**Results:**

We found that 4 hr post-damage initiation, BPA exposure and co-exposure transiently condensed chromatin compared with untreated and KBrO3-only treated cells; the transcription of DNA repair proteins was also reduced. At this time point, BPA exposure and co-exposure also reduced the change in intracellular pH observed after treatment with KBrO3 alone. Twenty-four hours post-damage initiation, BPA-exposed cells showed less condensed chromatin than cells treated with KBrO3 alone; the intracellular pH of the co-exposed cells was significantly reduced compared with untreated and KBrO3-treated cells; and significant up-regulation of DNA repair proteins was observed after co-exposure.

**Conclusion:**

These results support the induction of an adaptive response by BPA co-exposure that alters the microcellular environment and modulates DNA repair. Further work is required to determine whether BPA induces similar DNA lesions in vivo at environmentally relevant doses; however, in the Ku70-deficient mouse embryonic fibroblasts, exposure to a high dose of BPA was associated with changes in the cellular microenvironment that may promote survival.

**Citation:**

Gassman NR, Coskun E, Jaruga P, Dizdaroglu M, Wilson SH. 2016. Combined effects of high-dose bisphenol A and oxidizing agent (KBrO3) on cellular microenvironment, gene expression, and chromatin structure of Ku70-deficient mouse embryonic fibroblasts. Environ Health Perspect 124:1241–1252; http://dx.doi.org/10.1289/EHP237

## Introduction

World-wide production of bisphenol A (BPA) has increased exponentially as the demand for this chemical in consumer products, from food and beverage containers to epoxies, has grown (Vandenberg et al. 2007). This increase has resulted in elevated BPA levels in the air, water, and soil, as well as in human samples (Vandenberg et al. 2007, 2010). The ubiquity of BPA in our environment has resulted in concurrent exposures of BPA with endogenous and exogenous DNA-damaging events. Together, these exposures can increase the damage load of genomic DNA and have implications for genomic stability and the development and progression of disease. The estrogenic properties of BPA are one source of concern, and BPA exposure has been shown to cause DNA damage independent of its estrogenic properties over a range of doses from environmentally relevant nanomolar to high micromolar concentrations in both *in vitro* and *in vivo* models (Iso et al. 2006; Nishimura et al. 2014; Tiwari et al. 2012; Wu et al. 2013; Yang et al. 2009). However, the ways in which the DNA damage response and repair pathways address BPA exposure have not been extensively investigated.

We previously demonstrated that exposure to high-dose BPA (150 μM) generates reactive oxygen species (ROS) in a model experimental system of Ku70-deficient mouse embryonic fibroblasts (MEFs) (Gassman et al. 2015). The Ku70-deficient cell line is sensitive to oxidizing agents, and its deficiency in double-strand break repair by nonhomologous end joining, which also serves as a back-up repair pathway for the base excision repair (BER) pathway, provides a window into the cellular responses to oxidatively induced DNA damage (Choi et al. 2014; Li et al. 2013). Using this repair-deficient cell line, high-dose BPA exposure was found to increase oxidatively induced DNA lesions in genomic DNA (Gassman et al. 2015). Because these BPA-induced DNA lesions would occur in concert with other DNA-damaging events during environmental exposures, the effects of co-exposure to BPA and the dietary oxidizing agent potassium bromate (KBrO_3_) were also examined. KBrO_3_, which is primarily used in flour and bread-making to improve elasticity and rising, induces ROS and oxidatively induced DNA lesions, and it has been shown to be a carcinogen at high doses in various animal models (Ballmaier and Epe 2006). Although KBrO_3_ has been banned in a number of countries, it continues to be used in the United States, and co-exposure with BPA from foodstuffs may occur. However, this co-exposure would occur at lower doses than described both here and in our previous work. We chose to examine the effects of a high dose of KBrO_3_ over a short exposure period to concentrate the effects of this agent. Using these conditions, we found that co-exposure to BPA and KBrO_3_ resulted in a further increase in the levels of oxidatively induced DNA lesions (Table 1). Both thymine glycol and 2,6-diamino-4-hydroxy-5-formamidopyrimidine (FapyGua) levels were significantly elevated over those of the control and over those of cells exposed to KBrO_3_ alone (Gassman et al. 2015). Surprisingly, despite the fact that both BPA and KBrO_3_ induce oxidative stress, an improvement in cellular survival was observed after co-exposure to both agents (Figure 1, from Gassman et al. 2015).

**Table 1:** Measured oxidatively damaged DNA bases in Ku70^–/–^ genomic DNA 4 hr post-damage induction*^a^* (adapted from Gassman et al. 2015).

Exposure	DNA lesion/10^6^ DNA bases (mean ± SD, *n* > 3)^*b*^			
	ThyGly	FapyAde	FapyGua	8-oxoGua
Control	3.82 ± 1.32	2.83 ± 0.98	3.69 ± 1.41	0.98 ± 0.16
BPA	8.41 ± 0.45*	3.72 ± 1.37	5.19 ± 0.92	1.21 ± 0.40
KBrO_3_	5.11 ± 0.69	4.01 ± 0.86	4.60 ± 0.92	1.33 ± 0.55
BPA + KBrO_3_	7.48 ± 0.48*^†^	4.38 ± 0.41*	6.77 ± 1.36*^†^	1.55 ± 0.59
^***a***^Samples treated with 150 μM BPA only were exposed for 5 hr; those treated with 20 mM KBrO_3_ only were exposed for 1 hr, then medium was replaced for 3 hr; and samples co-exposed to 150 μM BPA were exposed for 1 hr, then exposed to 150 μM BPA + 20 mM of KBrO_3_ for 1 hr, followed by exposure for 3 hr to 150 μM BPA only. ^***b***^Measurements were made by GC/MS as described in “Methods.” *p < 0.05 compared with untreated controls. ^†^*p* < 0.05 compared with KBrO_3_.				

**Figure 1:**
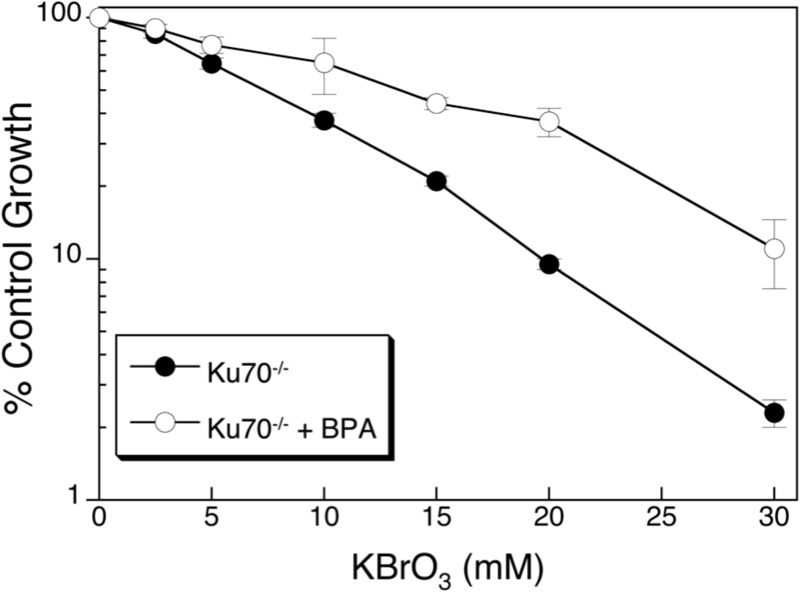
Cell survival following co-exposure to BPA and KBrO_3_ (from Gassman et al. 2015). Ku70-deficient cells were treated with increasing amounts of KBrO_3_ for 1 hr (solid circles) or pre-treated with 150 μM BPA for 1 hr, co-exposed to BPA and increasing amounts of KBrO_3_ for 1 hr, and then BPA exposure was continued for a total of 24 hr after KBrO_3_ exposure (open circles). After 24 hr, cells were washed, fresh medium was applied, and they were allowed to grow for 6–7 days. Cells were counted, and inhibition of growth was determined as the number of cells remaining after the treatment was compared with the control (% Control).

Further examination of this cellular protective effect revealed that in the early repair window of 4 hr after exposure, BPA co-exposure reduced DNA strand-break signaling and resulted in the persistence of oxidatively induced DNA lesions (Table 1) (Gassman et al. 2015) beyond the typical DNA repair window of 2–4 hr (Hollenbach et al. 1999; Jaruga and Dizdaroglu 1996). This combination of reduced strand-break initiation coupled with increased lesion load is often observed in glycosylase-deficient cells, suggesting that BPA may prevent the initiation of repair of oxidized base lesions, thus reducing the production of toxic strand-break intermediates (Roth and Samson 2002; Sobol et al. 2003). Given that induction of oxidative stress can have profound consequences on the cellular microenvironment and that sustained oxidative insults have been shown to play a role in pathological processes, such as inflammation, cancer, and neurodegenerative diseases (Benhar et al. 2002; Roberts et al. 2009), understanding the mechanisms through which high-dose BPA co-exposure might influence cell survival and cell death *in vitro* may improve our understanding of the potential consequences of low-dose environmental exposure to BPA.

In the present study, we examined the cellular microenvironment 4 hr after BPA exposure, as in the study reported by Gassman et al. (2015), and extended the analysis to 24 hr after exposure. As in our previous study, a high dose of BPA over a short exposure period was used to concentrate the effects of BPA and to allow DNA damage and repair effects to be closely monitored. Owing to the efficiency and high catalytic responses of DNA repair proteins, a high-dose/short-duration exposure is often employed to observe DNA repair proteins in action, and our BPA and KBrO_3_ doses were selected with these parameters in mind. The high dose of BPA employed in this study was found to be minimally cytotoxic with no observed increase in cell proliferation (Gassman et al. 2015). Increases in cell proliferation after exposure to BPA are frequently observed at low doses (Lapensee et al. 2009; Pfeifer et al. 2015); however, our 150-μM dose of BPA did not increase proliferation in the MEF model system that we used (Gassman et al. 2015), consistent with other high-dose BPA studies (Ge et al. 2014; Samuelsen et al. 2001).

Whole-genome microarray analysis was performed to evaluate the global transcriptome changes associated with co-exposure to BPA and KBrO_3_ at these two time points and to identify gene targets promoting cell survival that are induced by co-exposure. Further, microenvironment changes in chromatin structure, glutathione content, and pH induced by exposure to BPA, KBrO_3_, or both agents were also examined at these time points to determine whether an adaptive response was induced by co-exposure.

## Methods

### Chemicals

BPA (Sigma Aldrich) was prepared in absolute ethanol and diluted to the final working concentration in medium. KBrO_3_ was dissolved directly in the medium at the time of the experiment.

### Cell Culture

Ku70^–/–^ mouse embryonic fibroblasts (MEFs) (a gift from Dr. Shigemi Matsuyama, Case Western University, Cleveland, OH) were grown at 37°C in a 10% CO_2_ incubator in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with glutamine, 10% fetal bovine serum (FBS; HyClone), 1% nonessential amino acids, and 1% sodium pyruvate (Gama et al. 2009). Cells were routinely tested and were found to be free of mycoplasma contamination.

### Cytotoxicity Studies

Cytotoxicity was determined by growth inhibition assays. We consider this cell survival assay to be more reliable in MEFs than alternate assays such as clonogenic colony counting or short-term cell killing assays. Results obtained with the cell survival assay were confirmed using other assays. Cells were seeded in six-well dishes at a density of 40,000 cells/well. The following day, cells were exposed to a range of concentrations of BPA alone for 25 hr or to KBrO_3_ alone for 1 hr. In other cases, cells were exposed to 150 μM BPA for 1 hr, then a range of KBrO_3_ concentrations for 1 hr, and finally with 150 μM BPA for a further 23 hr. For KBrO_3_ alone and for BPA plus KBrO_3_ co-exposures, after the 1 hr KBrO_3_ treatment, the cells were washed with Hanks’ balanced salt solution (HBSS), and fresh medium was added with or without BPA. After a 25-hr exposure to BPA, cells were washed with HBSS, and fresh medium was added. Dishes were then incubated for 6–7 days at 37°C in a 10% CO_2_ incubator until the untreated control cells were approximately 80% confluent. Cells (triplicate wells for each drug concentration) were counted by a cell lysis procedure (Butler 1984), and the results were expressed as the number of cells in drug-treated wells relative to the number of cells in control wells (% control growth).

### RNA Isolation

Ku70^–/–^ cells were seeded in 145-mm dishes at 1 × 10^6^ cells/dish and were cultured to 80% confluence. Cells were then treated with BPA or KBrO_3_ or were co-exposed to BPA and KBrO_3_. KBrO_3_-only cells were treated for 1 hr with 20 mM KBrO_3_, washed with HBSS, and then, fresh medium was added to the cells. Cells were allowed to repair for an additional 3 or 23 hr following treatment. For the BPA-only treatment, cells were incubated for 5 or 25 hr in medium containing 150 μM BPA. For co-exposure, cells were first incubated with 150 μM BPA for 1 hr and then with 20 mM KBrO_3_ and 150 μM BPA for 1 hr; then, the cells were washed with HBSS, fresh medium with 150 μM BPA was added, and the cells were allowed to repair for an additional 3 or 23 hr. Because all treatments were conducted in parallel, the post-damage induction times throughout the manuscript refer to the initiation of KBrO_3_ treatment, although no KBrO_3_ was added to the BPA-only cells. Four and 24 hr after KBrO_3_ treatment, cells were washed twice in phosphate-buffered saline (PBS; Hyclone), and total cellular RNA was isolated using an RNeasy Midi Kit (Qiagen) according to the manufacturer’s instructions. Residual genomic DNA was removed by on-column digestion with RNase-free DNase I (Qiagen). Denaturing formaldehyde/agarose gel electrophoresis was performed to validate the quality and integrity of the RNA samples, the samples were quantified using a Nanodrop ND-1000 spectrophotometer (Thermo Scientific), and sample purity was assessed by calculating the 260:280 absorbance ratio. Three biological replicates were collected and isolated for the control and for all of the treatment conditions.

### Microarray Study

Gene expression analysis was performed using Agilent Whole Mouse Genome 4 × 44 multiplex format oligo arrays (Agilent Technologies) following the Agilent one-color microarray-based gene expression analysis protocol. Starting with 500 ng of total RNA, Cy3-labeled cRNA was produced according to the manufacturer’s protocol. For each sample, 1.65 μg of Cy3-labeled cRNA was fragmented and hybridized for 17 hr in a rotating hybridization oven. Slides were washed and then scanned with an Agilent Scanner. Data were obtained with Agilent Feature Extraction software (v9.5), using the one-color defaults for all parameters. The Agilent Feature Extraction Software performed error modeling, adjusting for additive and multiplicative noise. The resulting data were processed using Omicsoft Array Studio software (v.7.0). Significant probes were determined by filtering data to include only probes with fold changes > 1.5 or < –1.5 compared with the control and *p-*values < 0.01, which was determined by an error-weighted one-way analysis of variance (ANOVA) and Bonferroni multiple test correction using the Omicsoft software. This list of differentially expressed genes generated by the Omicsoft software was used as an input for the curated pathway database, Ingenuity Pathway Analysis (IPA; Ingenuity® Systems; http://www.ingenuity.com). IPA’s Core Analysis module used the differentially expressed gene list to enrich for canonical and functional pathways or regulatory connections and to remove duplicates and unmapped genes. Significance values were calculated using a right-tailed Fisher’s exact test to determine if a pathway was overrepresented by calculating whether genes in a specific pathway were enriched within the data set compared with all genes on the array in the same pathway at a *p* < 0.05 cutoff for significance based on IPA threshold recommendations. Only pathways with a *p-*value exceeding the threshold and with more than two representative genes in the data set were considered. Final filtered gene lists generated by IPA were input into Partek® Genomic Suite software to create heat maps of hierarchical clustered genes and into http://www.pangloss.com/seidel/Protocols/venn.cgi to create Venn diagrams. Microarray intensity files can be accessed through Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE71489.

### Chromatin Condensation

The level of chromatin condensation was measured using the Hoechst, YO-PRO1, and propidium iodide (PI) stains from the Chromatin Condensation & Membrane Permeability Dead Cell Apoptosis Kit (Life Technologies), similarly to the method reported by Muders et al. (2009). The intensity of Hoechst staining of DNA in compact chromatin regions, such as heterochromatin, is much more intense then Hoechst intercalated into looser regions of chromatin, such as euchromatin; therefore, the difference in Hoechst intensity can be used to determine the degree of compaction observed across nuclei (Belloc et al. 1994; Hinde et al. 2014; Mora-Bermúdez and Ellenberg 2007; Zink et al. 2003). Examination of Hoechst intensity across nuclei with confocal microscopy has been used to observe chromatin dynamics in living cells, and here, we extend this type of intensity measure with flow cytometry with the addition of YO-PRO1 and PI staining to identify apoptotic or necrotic cells during analysis. Ku70^–/–^ cells were seeded in 100-mm dishes at a density of 1 × 10^6^ cells/dish and then were treated on the following day with BPA, KBrO_3_, or co-exposed, as described above. Four or 24 hr after the initiation of KBrO_3_ treatment, cells were harvested using 0.25% trypsin, washed in 5 mL of PBS, and stained in 1 mL of PBS with 1 μL each of Hoechst 33342 stock solution, YO-PRO-1 stock solution, and PI stock solution at 23°C for 15 min. Staurosporine-treated cells were analyzed as a control for condensed chromatin. Cells were incubated with 2 μM staurosporine for 4 hr at 37°C and then were harvested and stained as described for BPA, KBrO_3_, or co-exposed samples. Stained cells were analyzed with a Becton Dickinson LSRII flow cytometer (BD). The variations in Hoechst staining intensity in the live cells were plotted. The mean fluorescence intensity was reported for the Hoechst channel, which was the only channel to show staining and measurable changes in mean fluorescence intensity for BPA, KBrO3, and co-exposure conditions. Staurosporine-treated cells showed staining in all three channels. The mean intensities ± standard error of the mean (SEM) for at least three experiments are reported.

### Reduced Glutathione Assay

Levels of cellular reduced glutathione (GSH) were analyzed using ThiolTracker™ Violet GSH detection reagent (Life Technologies) according to the manufacturer’s protocol. Ku70^–/–^ cells were seeded in 100-mm dishes at a density of 1 × 10^6^ cells/dish and were treated as described above. Four or 24 hr after the initiation of KBrO_3_ treatment, cells were harvested using 0.25% trypsin, washed in 4 mL of PBS, and stained in PBS containing 10 μM ThiolTracker™ Violet for 30 min at 37°C. Stained cells were analyzed by flow cytometry on an LSRII flow cytometer, and the mean fluorescence intensity was recorded for ThiolTracker™ Violet. The mean intensities ± SEM of three experiments are reported.

### pH Measurement

Intracellular pH was quantified by flow cytometry with the pHRodo® Red AM Intracellular pH Indicator (Life Technologies) according to the manufacturer’s protocol. pHRodo® is weakly fluorescent at neutral pH and is increasingly fluorescent in acidic pH with a detection range between 4 and 9. Ku70^–/–^ cells were seeded in 100-mm dishes at a density of 1 × 10^6^ cells/dish and were then treated as described above with BPA or KBrO_3_ or were co-exposed to both agents. Additionally, for every experiment, a calibration curve was prepared using an Intracellular pH Calibration Buffer Kit (Life Technologies). Four or 24 hr after the initiation of KBrO_3_ treatment, cells were harvested using 0.25% trypsin, washed in 4 mL of PBS, and stained with pHRodo® Red at 37°C for 30 min. Cells were then washed twice in PBS, and the calibration curve samples were resuspended in valinomycin and nigericin with pH calibration buffers of pH 5.5, 6.5, and 7.5 for 5 min before analysis, according to the manufacturer’s protocol. The addition of valinomycin and nigericin assists in the equilibration of the intracellular space with the pH buffer. Samples were then analyzed by flow cytometry on an LSRII flow cytometer, and the mean fluorescence intensity was recorded for pHRodo® Red. A standard curve was prepared using the calibration buffer intensities, and the pH values were calculated for the control and treated samples. The mean pH values ± SEM calculated for four experiments are reported.

### Measurement of Oxidatively Induced DNA Lesions

Gas chromatography/tandem mass spectrometry (GC-MS/MS) with isotope dilution was used to identify and quantify modified DNA bases in DNA as described previously (Gassman et al. 2015).

### Statistical Analysis

Measured DNA lesions are expressed as the mean ± standard deviation (SD), and all other values are expressed as the mean ± standard error of the mean (SEM). The data were analyzed by ANOVA and Tukey post hoc analysis. *p-*Values < 0.05, denoted by * or †, were considered to correspond with statistical significance.

## Results

### Whole Genome Microarray and Pathway Analysis

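RNA from Ku70–/– mouse fibroblasts was labeled with Cy3 and hybridized to 1-color oligonucleotide arrays, and the authors deposited the signal that Agilent's Feature Extraction software gave for each spot. The arrays form 2 sets, which were extracted with different versions of that software. The first set holds 15 arrays, 3 biological replicates each of untreated cells, of cells given 20 mM KBrO3 for 1 hr and sampled at 4 or 24 hr, and of co-exposed cells sampled at 4 or 24 hr. The second set holds 9 arrays, 3 each of its own untreated cells and of cells given only 150 μM BPA and sampled at 4 or 24 hr. The Methods give 5 and 25 hr in BPA for the BPA-only cells, whereas the sample labels give 4 and 24 hr. The labels place the first set's controls at 4 hr and give no time for the second set's, so that no control is labeled as sampled at 24 hr. Each set lies on 5 slides, and every treatment was compared only with the controls of its own set. In the first set, only KBrO3 alone at 4 hr shares a slide with the controls. For the other comparisons with control in that set, slide and treatment cannot be told apart.

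An array carries 43379 spots other than controls, for 41174 different probes. Of these probes, 33667 were matched to a gene of the mouse reference GRCm38.p6, 28689 of them through the probe's accession, and 18777 protein-coding genes had at least 1 probe. The share of spots well above background had a median of 63.3% in the first set's controls, 61.4% after KBrO3 and 65.7% after co-exposure at 4 hr, and 62.1% and 59.1% for the same treatments at 24 hr. It was higher in the second set, at 77.5% in the controls, 78.5% after BPA at 4 hr and 77.7% at 24 hr. Signals were taken to the log2 scale, each array's 75th percentile was subtracted, spots the software called outliers were left out, and the spots of 1 probe were averaged. Probes well above background on every array of at least 1 group were tested, which left 27310 probes of 14353 protein-coding genes in the first set and 31809 probes of 16028 genes in the second. Differences were tested with limma (two-sided), which shares 1 estimate of each probe's spread among all groups of a set. A gene counted as altered when any of its probes had a Bonferroni-adjusted p below 0.01 and a fold change beyond 1.5 in either direction, and a named gene is represented by its probe with the highest mean signal. Where a probe was not well above background on any array of 1 group, its fold change is given as at least N-fold, the mean of the brighter group over the mean, per array, of the higher of the probe's own signal and the lowest signal well above background.

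Replicate arrays differed less in the first set, in which the median residual SD of the 27180 probes tested in both sets was 0.106 on the log2 scale, than in the second, in which it was 0.318. With 200 simulated changes of 2-fold, the Bonferroni threshold recovered 57.5% for KBrO3 at 4 hr among 27310 probes and 0% for BPA at 4 hr among 31809 probes, and 0 unchanged probes were called in either. At 10-fold, 89% and 40% were recovered. The simulated values held no slide effect, so they do not show how many false calls slides may give. The number of arrays, 3 per group, limits the precision of every value. Xrcc6, the gene for Ku70, was well above background on every array, with a normalized log2 signal of 0.096 ± 0.099 (SD, n = 3) in the first set's controls and −0.064 ± 0.25 (SD, n = 3) in the second set's. No array of cells with an intact gene was analysed here, so this signal does not check the labels.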

To examine cellular changes induced by BPA, KBrO_3_, and the co-exposure conditions, we performed whole genome microarray analysis of cells treated with BPA, KBrO_3_, or co-exposed to BPA and KBrO_3_. KBrO_3_-only cells were treated for 1 hr with 20 mM KBrO_3_, washed, and allowed to repair for an additional 3 or 23 hr following treatment. For BPA-only treatment, cells were incubated for 5 or 25 hr in medium containing 150 μM BPA. For co-exposure, cells were incubated with 150 μM BPA for 1 hr and then with 20 mM KBrO_3_ and 150 μM BPA for 1 hr, after which the cells were washed with HBSS; then, fresh medium with 150 μM BPA was added, and cells were allowed to repair for an additional 3 or 23 hr. Treatments were performed in parallel, and repair times after exposures are expressed relative to the initiation of KBrO_3_ treatment, even though no KBrO_3_ was added in the BPA-only treatment.

Gene lists were generated from the average of three biological replicates for each condition, and significant probes were identified by selecting those probes showing a *p* value < 0.01, as determined by error-weighted ANOVA with Bonferroni multiple-test correction. Duplicate reads and noncoding genes were removed by IPA software. At 4 hr post-damage induction, 4,007 unique genes were altered after treatment with KBrO_3_, BPA, or after co-exposure, and 3,144 unique gene changes were observed 24 hr after damage induction. 

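At 4 hr, 6668 protein-coding genes were altered by at least 1 treatment, and at 24 hr 4904 were. KBrO3 alone altered 5156 genes at 4 hr, 2462 of them higher than control, 2680 lower and 14 with probes in both directions. Co-exposure altered 5918 genes at 4 hr, with 2747 higher, 3151 lower and 20 in both directions. BPA alone altered 20 genes at 4 hr, of which 19 were higher. At 24 hr, the numbers were 3519 for KBrO3 alone, with 1548 higher and 1958 lower, 4109 for co-exposure, with 1969 higher and 2127 lower, and 6 for BPA alone, 5 of which were lower. When arrays were scaled to their medians, the share of altered genes that were higher at 24 hr went from 44.2% to 57.4% for KBrO3 alone and from 48.1% to 69.8% for co-exposure. At 4 hr, normexp background correction in place of the software's own changed the total most, to 2329 genes, and at 24 hr the largest change came from fitting only the 6 arrays of each comparison, which left 830. At a Benjamini-Hochberg adjusted p below 0.05 with the same fold change limit, BPA alone altered 1042 genes at 4 hr and 860 at 24 hr. Unadjusted p-values under 0.05 were found for 18.8% and 18.3% of the probes tested with BPA alone. Without BPA 4 hr replicate 2, the number of genes altered by BPA alone at 4 hr was 3, and without any 1 array of the second set the number at 24 hr lay between 0 and 2.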

Figure 2A shows a heat map of the observed gene expression changes 4 hr after treatment, and Figure 3A shows the observed changes at 24 hr. Figure 2B shows a Venn diagram analysis of the gene list 4 hr post-damage induction and illustrates the common and unique gene expression changes among the treatment groups. Figure 3B shows the Venn diagram of these changes at 24 hr post-damage induction.

**Figure 2:**
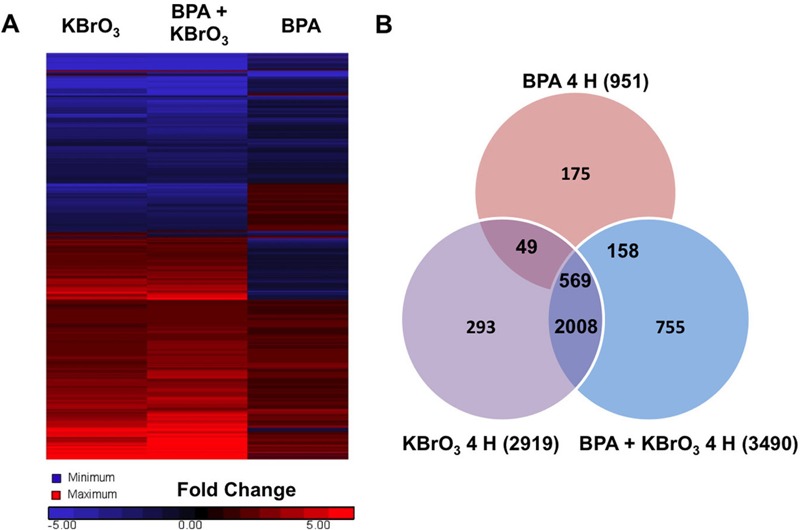
Gene expression changes observed by whole genome analysis of mRNA isolated 4 hr after treatment with KBrO_3_, BPA, or co-exposure to both agents as described in “Methods.” (*A*) Heat map of gene expression changes observed after treatment was generated using Partek^®^ Genomic Suite software with probes selected by a fold change cutoff of ± 1.5 compared with untreated controls and an analysis of variance (ANOVA)-calculated significance level of *p* < 0.01 (*n* = 3). (*B*) Significant probe changes identified using the described criteria are sorted by Venn diagram.

**Figure 3:**
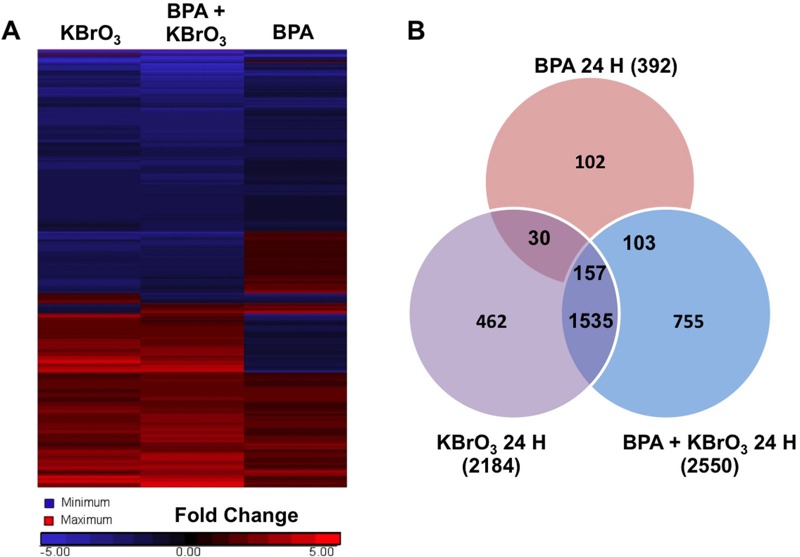
Gene expression changes observed by whole genome analysis of mRNA isolated 24 hr after treatment with KBrO_3_, BPA, or co-exposure to both agents, as described in “Methods.” (*A*) Heat map of gene expression changes observed after treatment was generated using Partek^®^ Genomic Suite software with probes selected by a fold change cutoff of ± 1.5 compared with untreated controls and an analysis of variance (ANOVA)-calculated significance level of *p* < 0.01 (*n* = 3). (*B*) Significant probe changes identified using the described criteria are sorted by Venn diagram.

At 4 hr post-damage induction, 2,008 genes were significantly different from controls after treatment with KBrO_3_ only and with BPA + KBrO_3_, and 569 genes were significantly different from controls after all three treatments (Figure 2). 

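KBrO3 alone and co-exposure, but not BPA alone, altered 4401 genes at 4 hr. All 3 treatments altered 10 genes, namely Bcl3, Calhm6, Ccl2, Cxcl1, Cxcl10, Egr4, Grhl1, Il6, Prg4 and Tnfsf10. That number was 691 with the Benjamini-Hochberg adjustment and 291 when all 24 arrays entered 1 fit, and it was 1 without BPA 4 hr replicate 2. Both KBrO3-containing treatments are compared with the same 3 control arrays, which by itself makes their results alike. In 20 simulations of unchanged groups set against those controls, the log2 fold changes of the 2 groups correlated across genes with a mean r of 0.503 (range 0.467 to 0.537), and 0 genes were called in both. The measured log2 fold changes of KBrO3 alone and of co-exposure correlated with r = 0.865 at 4 hr across 14329 genes, which are not independent replicates, and had the same sign in 84.3% of them against 66.7% in the simulations. At 24 hr, r was 0.855 with the same sign in 81.6%, 2726 genes were altered by both and not by BPA alone, and 2 genes, Npr3 and Saa3, were altered by all 3 treatments. Npr3 was lower with all 3. Saa3 was higher with BPA alone (log2 fold change 4.66) but lower with KBrO3 alone (−3.71) and co-exposure (−4.14). Its normalized log2 signal was 4.51 in the first set's controls and −4.00 in the second set's, with 0.67 after BPA alone. The changes thus started from far different levels, and their opposite signs do not show that BPA and KBrO3 act in opposite directions. As each array was left out in turn, the number for all 3 treatments at 24 hr ranged from 0 to 2.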

IPA was used to identify the top five networks that were significantly regulated in response to each treatment (Appendix 1, with networks ranked based on score and number of focus molecules), and the top five up-regulated and top five down-regulated genes for each treatment are shown in Table 2 (with rankings based on fold change over control with a *p*-value < 0.01). Appendix 2 and Table 3 show the top-ranked networks and induced and repressed genes observed after 24 hr. There are no common top networks associated with each treatment at 4 or 24 hr; however, there are common top genes induced or repressed at each time point. Cells treated with KBrO_3_ alone and co-exposed to BPA both showed up-regulation of *GSTA5* at both 4 and 24 hr; up-regulation of *IL18R* was observed at 4 hr, and up-regulation of *ROBO3* was observed at 24 hr. 

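The paper's GSTA5 is represented by the probe for Gsta1 (NCBI gene 14857), a glutathione S-transferase gene of the mouse. Its normalized log2 signal was −5.58 ± 0.15 (SD, n = 3) in controls, where 1 of 3 arrays was well above background, 2.06 ± 0.020 (SD, n = 3) after KBrO3 alone at 4 hr and 1.26 ± 0.026 (SD, n = 3) after co-exposure at 4 hr. The fold changes were 199 and 114 at 4 hr (limma, adjusted p = 1.41e-15 and 3.59e-15) and 80.8 and 167 at 24 hr (adjusted p = 9.18e-15 and 2.94e-15). Co-exposed cells had less Gsta1 signal than KBrO3-only cells at 4 hr, by −0.80 on the log2 scale (SE 0.061), and more at 24 hr, by 1.05. Il18r1, the interleukin-18 receptor 1 gene (NCBI gene 16182), was not well above background on any control array and was at least 67.7-fold higher after KBrO3 alone and at least 60.7-fold higher after co-exposure at 4 hr (adjusted p = 8.75e-14 and 7.59e-14). These 2 treatments did not differ in Il18r1 at 4 hr beyond the spread of the replicates (log2 difference −0.16, SE 0.11, adjusted p = 0.228). Robo3, an axon guidance receptor gene (NCBI gene 19649), had a control signal of −5.33 ± 0.19 (SD, n = 3) and rose 11.4-fold after KBrO3 alone and 35.4-fold after co-exposure at 24 hr (adjusted p = 3.10e-10 and 6.93e-12), and its other probe rose 20.2-fold and 55.7-fold. The call for KBrO3 alone at 24 hr was lost for Robo3 with normexp background correction. At 24 hr, co-exposed cells exceeded KBrO3-only cells in Robo3 by 1.63 on the log2 scale (SE 0.13, adjusted p = 8.53e-07). In each of these comparisons with control, all 3 treated arrays lay above all 3 control arrays.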

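Cyp2d22, a cytochrome P450 gene (NCBI gene 56448), had a normalized log2 signal of −2.16 ± 0.030 (SD, n = 3) in controls and was not well above background on any array at 4 hr after KBrO3 alone or co-exposure. It was at least 8.22-fold lower after KBrO3 alone and at least 9.77-fold lower after co-exposure (limma, adjusted p = 1.83e-11 and 1.23e-11). The other two probes of Cyp2d22 gave fold changes of −2.68 and 1.14 after KBrO3 alone and of −1.16 and −1.96 after co-exposure at 4 hr. Akr1b10, an aldo-keto reductase gene (NCBI gene 67861), went from 1.84 ± 0.044 (SD, n = 3) in controls to 0.80 ± 0.018 (SD, n = 3) after KBrO3 alone and 0.41 ± 0.037 (SD, n = 3) after co-exposure at 4 hr, fold changes of −2.05 and −2.70 (adjusted p = 6.18e-11 and 3.28e-12). A dimmer probe for Akr1b10 gave −12.5 and −28.2. Hp (NCBI gene 15439), which encodes haptoglobin, was the brightest of these genes in controls, at 7.79 ± 0.044 (SD, n = 3). At 24 hr, the Hp signal was 2.38 ± 0.060 (SD, n = 3) after KBrO3 alone and 0.72 ± 0.18 (SD, n = 3) after co-exposure, fold changes of −42.6 and −134 (adjusted p = 1.25e-13 and 8.16e-15). The mouse counterpart of CYP2F1 is Cyp2f2 (NCBI gene 13107), whose fold changes at 24 hr were −59.6 after KBrO3 alone and −96.0 after co-exposure (adjusted p = 1.29e-13 and 3.39e-14). All 3 treated arrays lay below all 3 control arrays for each of these genes at the times given.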

Down-regulation of *Cyp2d22* and *Akr1b10* at 4 hr and of *HP* and *CYP2F1* at 24 hr was also observed for both KBrO_3_-containing treatments. 

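Egr4 (NCBI gene 13656) encodes an early growth response transcription factor. Its normalized log2 signal at 4 hr was 0.39 ± 0.042 (SD, n = 3) after KBrO3 alone and 0.58 ± 0.032 (SD, n = 3) after co-exposure, against −5.58 ± 0.48 (SD, n = 3) in controls, where 1 of 3 arrays was well above background. In the second set, it was −0.69 ± 0.29 (SD, n = 3) after BPA alone and −5.22 ± 0.26 (SD, n = 3) in controls. The fold changes were 62.8 for KBrO3 alone, 71.4 for co-exposure and 23.2 for BPA alone (limma, adjusted p = 1.68e-11, 9.62e-12 and 0.00013), with all 3 treated arrays above all 3 controls each time. With normexp background correction, Egr4 no longer passed the thresholds for BPA alone. At 24 hr, BPA alone gave a fold change of 1.28 for Egr4 (adjusted p = 0.51), with 1 of 3 arrays above all controls. Cebpd and Icam1 were altered at 4 hr by BPA alone and by KBrO3 alone without being altered by co-exposure, and Ccl20, Cxcl2 and Neurl3 were altered by BPA alone and co-exposure without KBrO3 alone; these 5 genes were named after their values were seen.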

Up-regulation of *EGR4* at 4 hr was the only common change observed for BPA-only and KBrO_3_-only treatments. Overall, each treatment condition altered network signaling and gene expression in a different manner, with the greatest overlap observed for the KBrO_3_ and co-exposure conditions, as illustrated by the heat maps and Venn diagrams (Figures 2 and 3).

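KBrO3 alone and co-exposure altered 4411 genes in common at 4 hr, 85.6% of the genes altered by KBrO3 alone and 74.5% of those altered by co-exposure. Of these, 4380 changed in the same direction and 11 in opposite directions. At 24 hr, they had 2728 genes in common, 77.5% and 66.4% of the respective lists, 2688 of them in the same direction. KBrO3 alone altered 743 genes at 4 hr and 791 at 24 hr that no other treatment altered. BPA alone did so for 5 genes at 4 hr (Dsc1, Icosl, Oog1, Rxfp3 and Saa3) and 4 at 24 hr (Dsc1, H2bc6, Nebl and Septin12), most of which were named after their values were seen. Tested against each other, co-exposure and KBrO3 alone differed in 1081 genes at 4 hr, 537 higher and 543 lower with BPA added, and in 1221 at 24 hr, 610 higher and 611 lower. With arrays scaled to their medians, the share of these genes that were higher with BPA added was 30.3% in place of 49.7% at 4 hr and 66.1% in place of 50% at 24 hr. Without KBrO3 4 hr replicate 2, the number at 4 hr was 619.

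Among the genes with the largest differences, Dio3 (fold change −4.68) and Pdk4 (−3.58) were lower in co-exposed than in KBrO3-only cells at 4 hr, and P2ry6 and Taf7l were at least 1.60-fold and 3.15-fold higher (limma, adjusted p = 6.40e-09, 1.28e-08, 3.15e-08 and 2.57e-06). At 24 hr, Mlip (10.2-fold, with 1 of 3 KBrO3-only arrays well above background) and Wfdc17 (8.15-fold) were higher with BPA added, Agtr2 was lower at −13.1, with 2 of 3 co-exposed arrays well above background, and S100g and Edn1 were at least 4.93-fold lower (adjusted p = 1.76e-08, 3.14e-12, 2.83e-10, 3.59e-09 and 1.40e-09). Each of these differences held in all 3 arrays of the co-exposed cells against all 3 KBrO3-only arrays. The log2 effect of BPA alone correlated across 14264 genes with the effect of BPA added to KBrO3, with r = 0.170 and Spearman's rho = 0.213 at 4 hr and r = 0.534 and rho = 0.519 at 24 hr. These 2 effects share no array, and genes are not independent replicates. When both comparisons were regrouped, 20 of 100 pairs of splits gave a correlation at least as far from 0 at 4 hr, and 1 of 100, the real one, did at 24 hr. Probes above background on every array alone moved the 4 hr correlation most, to 0.262, and normexp background correction moved the 24 hr correlation most, to 0.399.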

**Table 2:** Top five up-regulated and top five down-regulated genes ranked by magnitude of fold change over control at 4 hr post-damage induction.*^a^*

Outcome	BPA		KBrO_3_		BPA + KBrO_3_	
	Gene	Fold change^*b*^	Gene	Fold change	Gene	Fold change
Up-regulated	*CCL20*	60.370	*GSTA5*	195.423	*IL18R1*	150.272
	*CXCL3*	55.581	*IL18R1*	165.986	*GSTA5*	118.712
	*Saa3*	26.361	*AREG*	131.227	*PTGS2*	95.172
	*HCAR2*	25.405	*DUSP2*	92.477	*AREG*	84.638
	*EGR4*	23.721	*EGR4*	65.351	*ATF3*	81.490
Down-regulated	*LGALS12*	–10.284	*KLF15*	–56.007	*TNS1*	–41.975
	*DSC1*	–8.749	*Cyp2d22*	–35.115	*Akr1b10*	–39.628
	*FRY*	–5.689	*IKZF2*	–22.961	*FZD2*	–35.905
	*HPGD*	–4.937	*BMF*	–22.292	*Cyp2d22*	–35.268
	*PLCH2*	–4.768	*Akr1b10*	–21.197	*KAT2B*	–30.719
^***a***^Samples treated with 150 μM BPA only were exposed for 5 hr; those treated with 20 mM KBrO_3_ only were exposed for 1 hr, then medium was replaced for 3 hr; and samples co-exposed to 150 μM BPA were exposed for 1 hr, then exposed to 150 μM BPA + 20 mM of KBrO_3_ for 1 hr, followed by exposure for 3 hr to 150 μM BPA only. ^***b***^Gene expression fold change was evaluated in comparison with untreated control with all *p*-values < 0.01.						

**Table 3:** Top five up-regulated and top five down-regulated genes ranked by magnitude of fold change over control at 24 hr post-damage induction.*^a^*

Outcome	BPA		KBrO_3_		BPA + KBrO_3_	
	Gene	Fold change^*b*^	Gene	Fold change	Gene	Fold change
Up-regulated	*Wfdc17*	37.229	*GSTA5*	87.219	*GSTA5*	181.836
	*Saa3*	25.573	*ROBO3*	22.114	*Prg4*	62.482
	*LCN2*	19.522	*Prg4*	16.538	*ROBO3*	59.949
	*OSTN*	16.420	*BLNK*	15.800	*MMP15*	25.597
	*CA6*	15.788	*PTPN22*	15.395	*CA6*	23.355
Down-regulated	*MYH1*	–11.145	*FGL2*	–73.599	*AGTR2*	–153.275
	*Nebl*	–10.875	*CYP2F1*	–59.905	*HP*	–125.757
	*MYH2*	–9.608	*SLCO2B1*	–57.705	*DIO3*	–114.982
	*SLC26A7*	–9.425	*VIT*	–55.675	*SLCO2B1*	–102.011
	*NPR3*	–9.109	*HP*	–37.549	*CYP2F1*	–85.326
^***a***^Samples treated with 150 μM BPA only were exposed for 25 hr; those treated with 20 mM KBrO_3_ only were exposed for 1 hr, then medium was replaced for 23 hr; and co-exposed samples were exposed to 150 μM BPA for 1 hr, then exposed to 150 μM BPA + 20 mM of KBrO_3_ for 1 hr, followed by exposure for 23 hr to 150 μM BPA only. ^***b***^Gene expression fold change was evaluated in comparison with untreated control with all *p*-values < 0.01.						

A total of 755 genes were significantly different from controls in co-exposed cells at 4 hr, and 755 genes were also significantly different at 24 hr, but only 86 genes were common to both time points. 

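Co-exposure altered 1504 genes at 4 hr and 1381 at 24 hr that neither KBrO3 alone nor BPA alone altered, and 207 of them were common to both times, which leaves 1297 found only at 4 hr and 1174 only at 24 hr. In this count a gene is absent from the KBrO3 list when it misses either threshold there. With KBrO3 alone, 96.1% of the 1504 genes at 4 hr and 91.7% of the 1381 genes at 24 hr changed in the same direction as with co-exposure. At a Benjamini-Hochberg adjusted p below 0.05 those shares were 90.6% and 85.2%. The median size of their log2 fold change was 0.95 with co-exposure and 0.50 with KBrO3 alone at 4 hr, and 0.91 and 0.45 at 24 hr. In the direct test of co-exposure against KBrO3 alone, 314 of these genes differed at 4 hr (20.9%) and 436 at 24 hr (31.6%). Leaving out 1 array at a time gave between 176 and 423 genes at 4 hr, and 303 to 448 at 24 hr. Normexp background correction moved the counts most, to 23 genes at 4 hr, whereas at 24 hr fitting only the 6 arrays compared did, to 27 genes. All co-exposure arrays of 4 hr lie on 1 slide and all KBrO3-only arrays of 4 hr on another, so that slide and treatment cannot be told apart in the 4 hr comparison. One KBrO3-only array of 24 hr shares the slide of the co-exposed 4 hr arrays. At 24 hr, the slides overlap, and with slide as a block 1057 genes differed between co-exposure and KBrO3 alone, 886 of them among the 1221 found without it.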

IPA was performed on the 669 significant genes that were unique to co-exposed cells at 4 hr, and on the 669 significant genes that were unique to co-exposed cells at 24 hr, and the top five networks based on the unique genes at each time point are shown in Appendix 3.

Two of the top five networks identified by IPA that were unique to the co-exposure condition at 24 hr are DNA Replication, Recombination networks (Appendix 3), and Figure 4A and B show these networks. 

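The 39 genes of a list for DNA replication and S phase, fixed before the values were examined, were higher than control at 24 hr after KBrO3 alone (median log2 fold change 0.31, 82.1% of the genes higher) and after co-exposure (0.39, 89.7% higher), with limma's camera test giving adjusted p = 2.03e-05 and 3.82e-07. They were also higher at 4 hr, by 0.39 after KBrO3 alone and 0.29 after co-exposure (adjusted p = 0.00367 and 0.0418), so the rise was not limited to 24 hr. Co-exposed cells exceeded KBrO3-only cells in this list by a median of 0.11 at 24 hr (adjusted p = 0.0191), which was no longer called after quantile normalization, and the 2 did not differ at 4 hr (−0.075, adjusted p = 0.474). After BPA alone, the median of the replication list was 0.053 at 4 hr (adjusted p = 0.665) and 0.18 at 24 hr (adjusted p = 0.0142). The 32 repair genes of Tables 4 and 5 had a median log2 difference between co-exposure and KBrO3 alone of 0.18 at 24 hr (adjusted p = 0.0327), which was no longer called with slide as a fixed block, a fit of the lists chosen after the values were seen (0.19, adjusted p = 0.0846), and 68.8% of them were higher with BPA added. A list of 34 tested repair genes without known S-phase regulation had a median difference of 0.19 at 24 hr (adjusted p = 0.000413). In each of these differences at 24 hr, the medians of all 3 co-exposed arrays lay above those of all 3 KBrO3-only arrays. Camera was run on 14 lists in 8 comparisons with a preset correlation of 0.01 between genes, and its p-values were adjusted over these 112 tests. It called 75 of them at an adjusted p below 0.05, and all 75 were called in the same direction by limma's fry test, which uses no preset correlation.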

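Of the 32 genes in Tables 4 and 5, co-exposure altered 21 at 24 hr by the thresholds used for the gene lists, applied to any probe of a gene, KBrO3 alone altered 14, and 13 were altered by both. Co-exposure alone altered 8 repair genes at 24 hr, and all 8 were higher than control. They make up 25.0% of the list, whereas 9.62% of all tested genes were altered only by co-exposure at that time. Ercc5 and Ogg1 were the members of these 8 that also passed the thresholds in the direct test of co-exposure against KBrO3 alone. At 4 hr, 3 repair genes were altered only by co-exposure, Ercc3, Ercc6 and Lig4, and they were likewise higher. Because the tables were compiled from the same arrays, these shares are not independent evidence about repair genes as a class.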

Genes regulated by co-exposure in these networks include members of the base excision repair (BER), the nucleotide excision repair (NER), and double-strand break repair pathways. To better understand the gene expression changes induced by the three treatment conditions after 24 hr, we examined common DNA repair genes involved in the repair of oxidatively induced DNA damage from the BER, NER, and double-strand break repair pathways (Table 4). 

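At 24 hr after BPA alone, 0 of the 32 repair genes in Tables 4 and 5 passed a Benjamini-Hochberg adjusted p of 0.05 in limma, 0 also when adjusted over the list alone, and 3 had an unadjusted p under 0.05. Their lowest adjusted p was 0.0715. Fold changes lay between −1.46 and 1.71, and their median was 0.0039 on the log2 scale. The largest fold changes were 1.71 for Ogg1 (adjusted p = 0.132) and 1.70 for Ercc8 (adjusted p = 0.0715), both higher in 3 of 3 arrays. No change in a repair gene was thus detectable at the precision of these arrays.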

After 24 hr of treatment with BPA alone, no significant gene expression changes over control were observed in these genes, with *Rad51* being the only exception. 

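By a Benjamini-Hochberg adjusted p below 0.05 in limma, 26 of the 32 repair genes differed from control at 24 hr after KBrO3 alone, 24 of them higher, and 30 after co-exposure, 28 of them higher. When adjusted over the list alone, the numbers were 27 and 30. Of the alternatives, the thresholds of the gene lists applied to the brightest probe of each gene moved the count for co-exposure most, to 16. They lowered the count for KBrO3 alone by a larger factor. The median log2 fold change was 0.43 after KBrO3 alone and 0.73 after co-exposure. Co-exposed cells differed from KBrO3-only cells in 24 of the genes at 24 hr, 17 higher and 7 lower, or in 25 when adjusted over the list alone. Apex1 rose 1.56-fold after KBrO3 alone and 1.77-fold after co-exposure (adjusted p = 1.68e-08 and 1.18e-09). Tdp1 rose 1.40-fold and 1.65-fold (adjusted p = 1.38e-05 and 2.96e-07). Lig3 changed 1.11-fold after KBrO3 alone (adjusted p = 0.0562) and 1.26-fold after co-exposure (adjusted p = 0.000698), its other probe 1.60-fold and 1.85-fold, and its direction after co-exposure reversed with normexp background correction. Ercc4 had fold changes of 1.42 and 1.61, against a control SD of 0.47 on the log2 scale, and lost both calls when slide entered the fit as a random block. Ercc5 had fold changes of 1.08 (adjusted p = 0.0394) and 1.80 (adjusted p = 6.19e-09), and the first changed sign with normexp background correction. Ercc8 rose 1.20-fold and 1.75-fold (adjusted p = 0.0148 and 2.88e-06), the former call being lost without KBrO3 24 hr replicate 3. In these genes, all 3 treated arrays lay above all 3 control arrays.

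**Figure D1:**
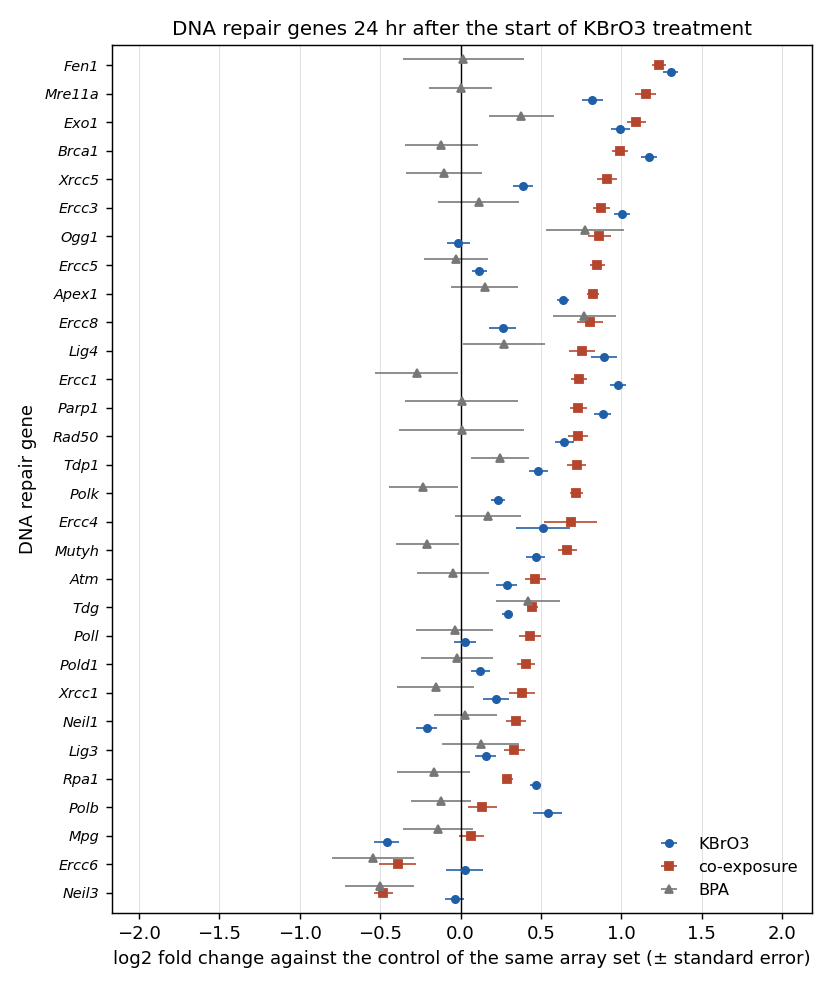
Log2 fold change over the control of the same array set at 24 hr for 30 repair genes of Tables 4 and 5, by treatment (points, KBrO3 alone, co-exposure and BPA alone; bars, standard error from limma; 3 arrays per group). The points for co-exposure have a median of 0.72 and those for BPA alone a median of −0.011.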

Cells treated with KBrO_3_ alone and co-exposed cells showed differential expression of these repair genes, with significant changes observed after co-exposure for the BER proteins *Apex1*, *Lig3*, *Pnkp*, *Ogg1*, and *Tdp1*, and for the NER proteins *ERCC4*, *ERCC5*, and *ERCC8*. Table 5 shows the expression of these genes 4 hr after the induction of DNA damage with KBrO_3_. 

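At 4 hr after BPA alone, limma called 0 of the 32 repair genes at a Benjamini-Hochberg adjusted p below 0.05, with or without adjusting over the list alone. An unadjusted p under 0.05 was found for 5 of them. Fold changes reached from −1.68 to 1.66, the lowest adjusted p was 0.0842, and the list's median log2 fold change was −0.16. After KBrO3 alone, 27 of the 32 genes differed from control at 4 hr, 10 higher and 17 lower, and 27 did when adjusted over the list alone. Co-exposure gave 30 such genes, 13 higher and 17 lower, and 30 over the list alone. Fold changes reached from −3.41 to 3.88 after KBrO3 alone and from −3.88 to 3.78 after co-exposure. The list's median log2 fold change was −0.20 after KBrO3 alone and −0.23 after co-exposure, and camera, which sets the list against the other genes, did not call it in either (adjusted p = 0.243 and 0.756), whereas fry, which sets it against no change, called it lower after KBrO3 alone (adjusted p = 2.03e-06) and not after co-exposure (adjusted p = 0.232). Co-exposed and KBrO3-only cells differed in 19 of the genes at 4 hr, 14 of them higher with BPA added. The median difference between them for the list, 0.11 on the log2 scale (adjusted p = 0.0375), changed sign to −0.036 when arrays were scaled to their medians. A test for a difference between the effects of BPA alone and of BPA added to KBrO3 on this list gave a median of −0.29 at 4 hr (adjusted p = 0.0288), although these effects come from different array sets.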

As shown in Table 5, treatment with BPA alone again had little effect on the expression of DNA repair genes, whereas differential expression was observed for cells treated with KBrO_3_ alone and those co-exposed to BPA. 

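Ogg1 (NCBI gene 18294), the glycosylase gene for 8-oxoguanine, fell at 4 hr to a fold change of −1.67 after KBrO3 alone and −1.96 after co-exposure (limma, adjusted p = 1.27e-06 and 8.54e-08). The glycosylase gene Neil1 (NCBI gene 72774) went from a normalized log2 signal of 0.19 ± 0.11 (SD, n = 3) in controls to −1.10 ± 0.039 (SD, n = 3) after KBrO3 alone and −1.05 ± 0.015 (SD, n = 3) after co-exposure, fold changes of −2.44 and −2.37 (adjusted p = 1.70e-09 and 1.90e-09). Those 2 treatments did not differ in Neil1 at 4 hr (adjusted p = 0.599). Neil3 (NCBI gene 234258) had fold changes of −2.76 and −3.88 (adjusted p = 3.58e-10 and 2.24e-11), and its other two probes gave −4.49 and −6.09 after KBrO3 alone and −3.80 and −10.1 after co-exposure. Poll (NCBI gene 56626), for DNA polymerase lambda, had fold changes of −3.41 and −2.88 (adjusted p = 1.99e-10 and 6.20e-10). All 3 treated arrays lay below all 3 control arrays in these comparisons. For Polb (NCBI gene 18970), which encodes DNA polymerase beta, the probes disagreed. The brightest probe gave a fold change of −1.08 after KBrO3 alone (adjusted p = 0.267) and of 1.37 after co-exposure (adjusted p = 0.000543), whereas the other two gave −2.01 and −2.14 after KBrO3 alone and −1.71 and −2.60 after co-exposure.

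**Figure D2:**
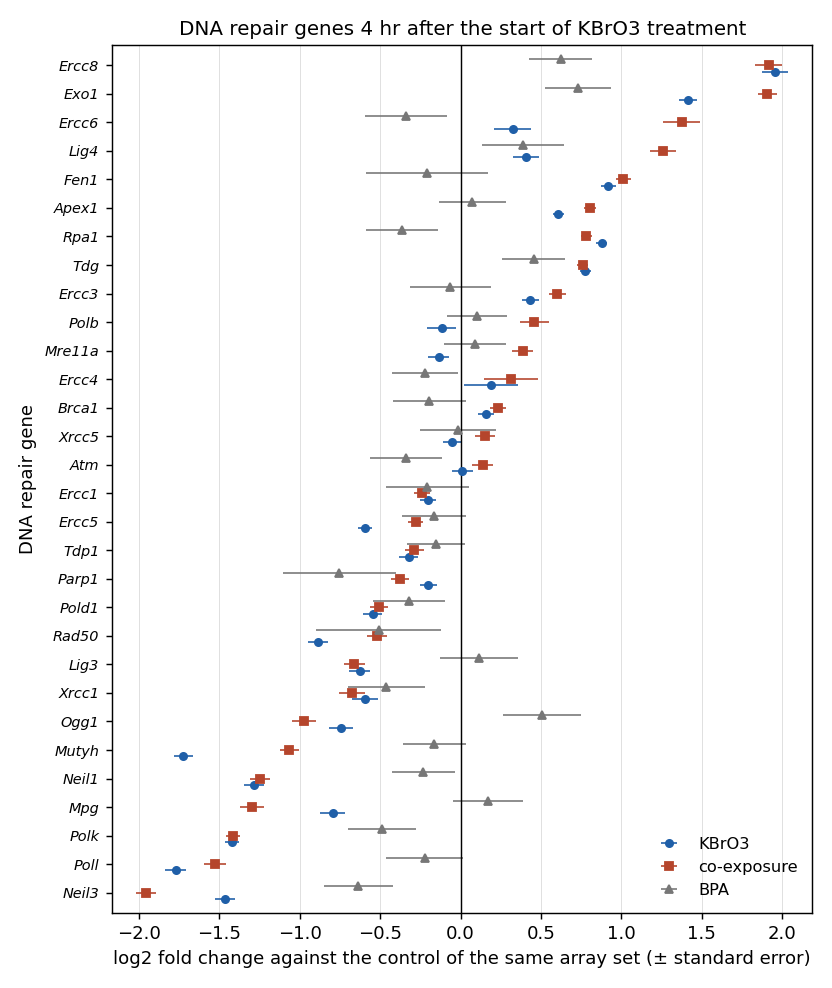
Log2 fold change over the control of the same array set at 4 hr for 30 repair genes of Tables 4 and 5, by treatment (points, KBrO3 alone, co-exposure and BPA alone; bars, standard error from limma; 3 arrays per group). Of these genes, 15 lie below 0 with an adjusted p under 0.05 after KBrO3 alone and 15 after co-exposure.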

Interestingly, there was suppression of a number of genes involved in the removal of oxidatively induced DNA lesions, such as *Ogg1*, *Neil1*, and *Neil3*, and of genes involved in the subsequent gap-filling reaction, *PolB* and *PolL*. 

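At 24 hr, Ogg1 was at 1.13 ± 0.069 (SD, n = 3) on the normalized log2 scale after KBrO3 alone and at 2.00 ± 0.14 (SD, n = 3) after co-exposure, against 1.14 ± 0.10 (SD, n = 3) in controls. These are fold changes of −1.01 (limma, adjusted p = 0.885) and 1.82 (adjusted p = 4.27e-07), the latter with 3 of 3 arrays above all controls. Another probe for Ogg1 was above 0 after KBrO3 alone, with a fold change of 1.09 (adjusted p = 0.0245). Neil1 was lower after KBrO3 alone (−1.16, adjusted p = 0.0104) and higher after co-exposure (1.27, adjusted p = 0.000367), and the former call was lost when arrays were scaled to their medians. The brightest probe of Neil3 was not called after KBrO3 alone at 24 hr (−1.03, adjusted p = 0.622), whereas another of its probes was called lower (−1.24, adjusted p = 0.00593), and after co-exposure the log2 fold change of the brightest was −0.48 (adjusted p = 1.57e-05), a call lost with median scaling. Poll had a fold change of 1.02 after KBrO3 alone (adjusted p = 0.751) and of 1.35 after co-exposure (adjusted p = 0.000114), and its other probe gave 1.19 (adjusted p = 0.0312) and 1.51 (adjusted p = 0.000117). The brightest probe of Polb gave 1.46 after KBrO3 alone (adjusted p = 0.000205) and 1.10 after co-exposure (adjusted p = 0.2), whereas its other two probes gave −1.25 and −1.71 after KBrO3 alone and −1.32 and −1.78 after co-exposure.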

With the exception of *Ogg1*, for which changes in gene expression were observed at both 4 and 24 hr, these changes were unique to the 4-hr time point. These observed changes in gene expression at both 4 and 24 hr are consistent with BPA co-exposure inducing an adaptive response through gene regulation changes after the 4-hr time point.

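Whether the effect of adding BPA to KBrO3 changed between 4 and 24 hr was tested as an interaction in limma. Over all genes, the effect differed between the times for 856 genes by the thresholds of the gene lists, with 499 higher and 356 lower at 24 hr than at 4 hr. For Ogg1, co-exposed minus KBrO3-only cells gave a log2 difference of −0.23 at 4 hr and 0.88 at 24 hr, a change of 1.11 (SE 0.10, adjusted p = 6.66e-06). Mpg, another glycosylase gene, moved by 1.03 (SE 0.11, adjusted p = 1.64e-05). In the opposite direction, Ercc6 changed by −1.47, Lig4 by −0.99 and Polb by −0.98, the last on its brightest probe. For Apex1, Lig3, Tdp1 and Poll, the 2 times did not differ in the effect of adding BPA at an adjusted p of 0.05. The 4 hr term of this test compares co-exposed and KBrO3-only arrays that share no slide. From the changes at both times, the paper proposes that co-exposure to BPA brings on an adaptive response through gene regulation after the 4 hr time point.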

**Figure 4:**
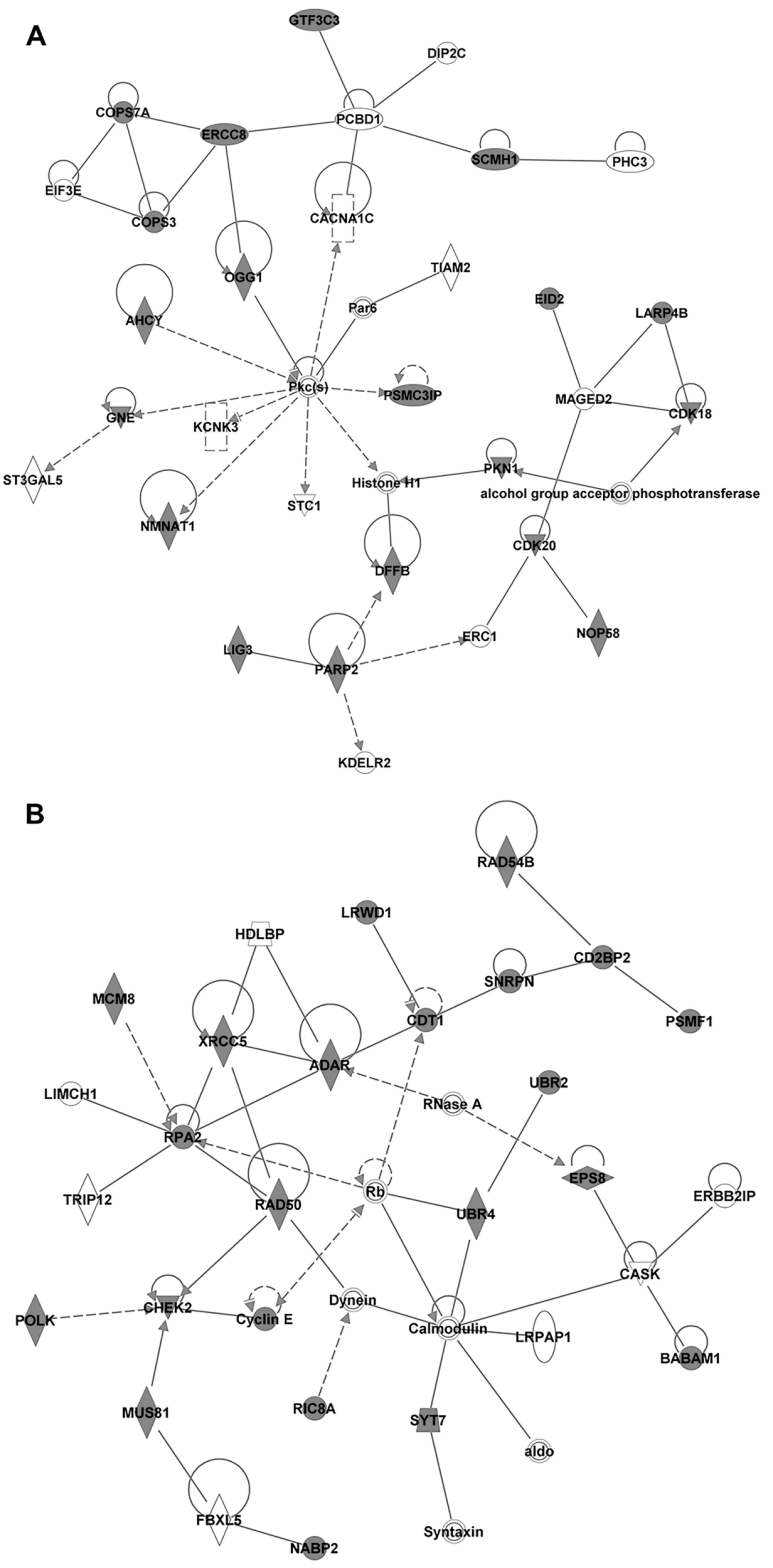
DNA replication, recombination, and repair networks identified from the uniquely regulated genes identified from the co-exposure condition 24 hr after damage induction by IPA’s Core Analysis module, which searches for enriched canonical pathways. (*A*) DNA replication, recombination, and repair network 1 (score 46, 31 focus molecules, *p*-value of top functions 7.18 × 10^–5^) is presented with expression values for the co-exposure overlaid, as an indicator of up- or down-regulation (dark gray and white, respectively). (*B*) DNA replication, recombination, and repair network 3 (score 38, 28 focus molecules, *p* value of top functions 4.458 × 10^–8^) is presented with expression values for the co-exposure overlaid, as an indicator of up- or down-regulation (dark gray and white, respectively).

**Table 4:** Selected DNA repair genes identified at 24 hr post-damage induction*^a^*, with the magnitude of the fold change over control for genes with *p* values < 0.05.

BPA	Fold change^*b*^	KBrO_3_	Fold change	BPA + KBrO_3_	Fold change
*Apex1*	n.c.	*Apex1*	1.67	*Apex1*	1.82
*Ercc3*	n.c.	*Ercc3*	2.09	*Ercc3*	1.86
*Ercc5*	n.c.	*Ercc5*	n.c.	*Ercc5*	1.85
*Ercc6*	n.c.	*Ercc6*	1.91	*Ercc6*	n.c.
*Ercc8*	n.c.	*Ercc8*	2.30	*Ercc8*	2.50
*Exo1*	n.c.	*Exo1*	2.14	*Exo1*	2.19
*Fen1*	n.c.	*Fen1*	2.64	*Fen1*	2.40
*Lig3*	n.c.	*Lig3*	n.c.	*Lig3*	2.02
*Lig4*	n.c.	*Lig4*	1.88	*Lig4*	n.c.
*Mre11*	n.c.	*Mre11*	2.89	*Mre11*	2.27
*Mutyh*	n.c.	*Mutyh*	2.22	*Mutyh*	1.64
*Ogg1*	n.c.	*Ogg1*	n.c.	*Ogg1*	1.86
*Parp1*	n.c.	*Parp1*	1.93	*Parp1*	1.68
*Rad51*	1.83	*Rad51*	2.13	*Rad51*	2.35
*Rpa1*	n.c.	*Rpa1*	1.47	*Rpa1*	2.35
*Tdg1*	n.c.	*Tdg1*	2.15	*Tdg1*	2.10
*Tdp1*	n.c.	*Tdp1*	1.44	*Tdp1*	1.66
Genes unique to 24 hr
*Atm*	n.c.	*Atm*	1.64	*Atm*	1.89
*Brca1*	n.c.	*Brca1*	2.62	*Brca1*	2.00
*Ercc1*	n.c.	*Ercc1*	2.07	*Ercc1*	1.70
*Ercc4*	n.c.	*Ercc4*	3.15	*Ercc4*	4.05
*Pnkp*	n.c.	*Pnkp*	n.c.	*Pnkp*	2.05
*PolD*	n.c.	*PolD*	n.c.	*PolD*	1.68
*PolK*	n.c.	*PolK*	n.c.	*PolK*	1.68
*Rad50*	n.c.	*Rad50*	1.58	*Rad50*	1.69
*Xrcc5*	n.c.	*Xrcc5*	n.c.	*Xrcc5*	1.92
n.c., No significant change over control. ^***a***^Samples treated with 150 μM BPA only were exposed for 25 hr; those treated with 20 mM KBrO_3_ only were exposed for 1 hr, then medium was replaced for 23 hr; and samples co-exposed to 150 μM BPA were exposed for 1 hr, then exposed to 150 μM BPA + 20 mM of KBrO_3_ for 1 hr, followed by exposure for 23 hr to 150 μM BPA only. ^***b***^Gene expression fold change was evaluated in comparison with untreated control with all *p*-values < 0.05.					

**Table 5:** Selected DNA repair genes identified 4 hr post-damage induction*^a^*, with the magnitude of the fold change over control for genes with *p* values < 0.05.

BPA	Fold change^*b*^	KBrO_3_	Fold change	BPA + KBrO_3_	Fold change
*Apex1*	n.c.	*Apex1*	n.c.	*Apex1*	1.58
*Ercc3*	n.c.	*Ercc3*	n.c.	*Ercc3*	1.45
*Ercc5*	n.c.	*Ercc5*	–1.49	*Ercc5*	n.c.
*Ercc6*	n.c.	*Ercc6*	n.c.	*Ercc6*	2.62
*Ercc8*	n.c.	*Ercc8*	4.63	*Ercc8*	6.36
*Exo1*	1.60	*Exo1*	2.33	*Exo1*	3.40
*Fen1*	n.c.	*Fen1*	1.73	*Fen1*	1.90
*Lig3*	n.c.	*Lig3*	n.c.	*Lig3*	2.02
*Lig4*	n.c.	*Lig4*	n.c.	*Lig4*	2.4
*Mre11*	n.c.	*Mre11*	n.c.	*Mre11*	2.27
*Mutyh*	n.c.	*Mutyh*	–3.33	*Mutyh*	–2.20
*Ogg1*	n.c.	*Ogg1*	–1.68	*Ogg1*	–2.00
*Parp1*	n.c.	*Parp1*	–1.28	*Parp1*	–1.39
*Rad51*	1.83	*Rad51*	–3.11	*Rad51*	–2.49
*Rpa1*	n.c.	*Rpa1*	1.56	*Rpa1*	1.53
*Tdg1*	n.c.	*Tdg1*	2.12	*Tdg1*	2.82
*Tdp1*	n.c.	*Tdp1*	1.44	*Tdp1*	1.66
Genes unique to 4 hr
*Mpg*	n.c.	*Mpg*	–1.91	*Mpg*	–2.59
*Neil1*	n.c.	*Neil1*	–2.48	*Neil1*	–2.46
*Neil3*	n.c.	*Neil3*	–6.24	*Neil3*	–11.36
*PolB*	n.c.	*PolB*	n.c.	*PolB*	–2.90
*PolL*	n.c.	*PolL*	–3.49	*PolL*	–2.92
*Xrcc1*	n.c.	*Xrcc1*	–1.72	*Xrcc1*	–1.76
n.c., No significant change over control. ^***a***^Samples treated with 150 μM BPA only were exposed for 5 hr; those treated with 20 mM KBrO_3_ only were exposed for 1 hr, then medium was replaced for 3 hr; and samples co-exposed to 150 μM BPA were exposed for 1 hr, then exposed to 150 μM BPA + 20 mM of KBrO_3_ for 1 hr, followed by exposure for 3 hr to 150 μM BPA only. ^***b***^Gene expression fold change was evaluated in comparison with untreated control with all *p*-values < 0.05.					

### Chromatin Condensation

Given the observed reduction in gene expression associated with BER and NER at 4 hr and our previous results indicating an increase in oxidatively induced DNA lesions coupled with a reduction in DNA strand breaks (Table 1) (Gassman et al. 2015), DNA repair may be altered during the first 4 hr of exposure, when repair of oxidatively induced DNA lesions typically occurs (Hollenbach et al. 1999; Jaruga and Dizdaroglu 1996). Chromatin structure has been demonstrated to regulate the access of DNA repair proteins to sites of DNA damage, and alterations in the chromatin structure have been shown to reduce the excision of lesions, such as 8-oxoGua (Amouroux et al. 2010).

To evaluate chromatin structure after BPA exposure and after co-exposure, we used a DNA-intercalating dye, Hoechst 33342, and flow cytometry to examine the degree of compaction. Hoechst 33342 brightly stains condensed chromatin (e.g., heterochromatin)and dimly stains looser transcription-ready chromatin (e.g., euchromatin) in live cells (Belloc et al. 1994; Khurana et al. 2014; Mora-Bermúdez and Ellenberg 2007; Zink et al. 2003). In this assay, the intensity of Hoechst staining in treated cells that are not undergoing apoptosis is measured, as indicated by the lack of YO-PRO and PI staining, and any observed shift in the mean intensity of the Hoechst dye then reveals the degree of chromatin compaction induced by treatment (Figure 5). With this technique, chromatin compaction was observed 4 hr after treatment with BPA alone and after co-exposure to BPA and KBrO_3_ (156% ± 12.5% and 128% ± 14.4% of control, respectively). This compaction may prevent DNA glycosylases from accessing oxidatively induced DNA lesions and is consistent with the lesion persistence and strand-break signaling reduction that have previously been reported (Gassman et al. 2015).

**Figure 5:**
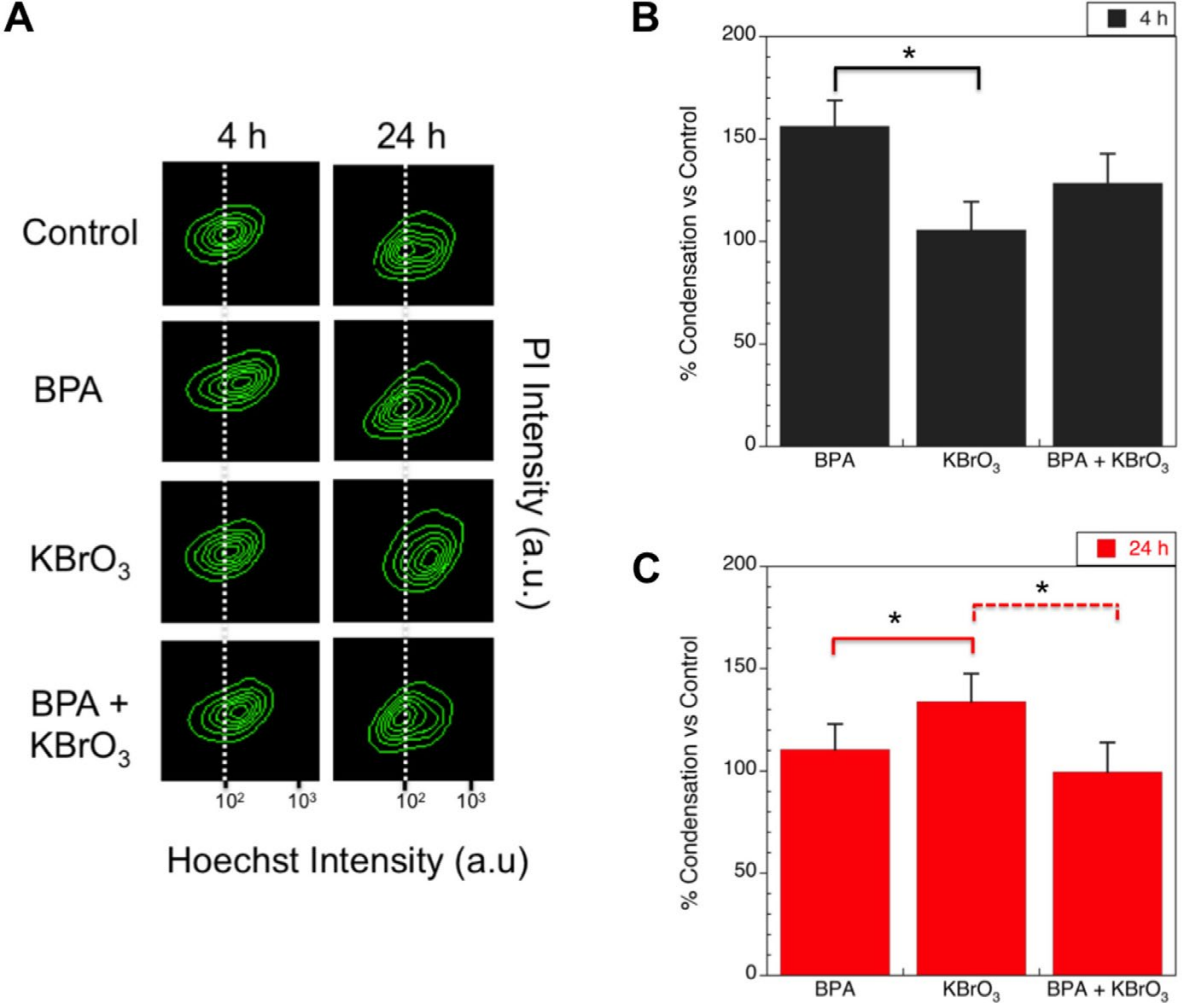
Levels of chromatin condensation after treatment with KBrO_3_, BPA, or co-exposure of both agents at 4 and 24 hr post-damage induction were measured by intensity of Hoechst and PI staining using flow cytometry. (*A*) Hoechst- and propidium iodide (PI)-stained live cells are sorted by intensity, and the contour maps of the measured intensities for a representative experiment at 4 and 24 hr are shown. Dashed lines show the center of the control contour plot and highlight changes relative to the control cells. (*B*) Mean intensity values of the Hoechst staining for each treatment condition 4 hr post-damage induction normalized to the control are shown (mean ± SEM of 3 biological replicates). (*C*) Mean intensities of the Hoechst staining for each treatment condition 24 hr post-damage induction normalized to the control are shown (mean ± SEM). *p < 0.05, with solid and dashed lines showing comparison groups.

At 24 hr, the degree of chromatin compaction in BPA-treated cells was reduced significantly from that at the 4-hr time point, but it remained slightly higher than in untreated cells (110% ± 2.7% of control). In contrast, the KBrO_3_-treated cells showed compaction (133 ± 5.3% of control) at 24 hr, indicating that KBrO_3_-treated cells may have started to undergo apoptosis. Finally, co-exposed cells were consistent with untreated cells (99.6 ± 6.5%).

### Oxidatively Induced DNA Damage

Previously, we determined that a significant amount of oxidatively induced DNA lesions persisted in genomic DNA 4 hr after DNA damage induction [Table 1 and (Gassman et al. 2015)], and this retention of lesions is consistent with the reduced access of DNA glycosylases to DNA lesions in condensed chromatin (Amouroux et al. 2010). Because this compaction was reduced 24 hr after co-exposure, and because the microarray analysis supported the up-regulation of DNA repair genes, we quantified oxidatively induced DNA lesions in DNA isolated from treated cells 24 hr after damage induction to determine whether an increase in DNA lesions could still be observed 24 hr after treatment. GC-MS/MS with isotope dilution, as described by Gassman et al. (2015) and by Reddy et al. (2013), was used to quantify lesions in isolated nuclear DNA. The mean ± SD values for the quantified DNA lesions are summarized in Table 6.

**Table 6:** Levels of oxidatively induced DNA bases in Ku70^–/–^ genomic DNA 24 hr after damage induction*^a^.*

Exposure	DNA lesion/10^6^ DNA bases (mean ± SD, *n* > 3)^*b*^			
	ThyGly	FapyAde	FapyGua	8-oxoGua
Control	5.32 ± 0.80	3.61 ± 0.26	3.81 ± 0.83	3.25 ± 0.01
BPA	2.54 ± 0.69	2.75 ± 1.74	3.71 ± 1.88	3.09 ± 0.57
KBrO_3_	3.54 ± 0.27	3.21± 0.32	3.77 ± 1.31	2.84 ± 0.55
BPA + KBrO_3_	5.38 ± 1.74	3.35 ± 0.31	6.00 ± 2.02	2.80 ± 0.80
^***a***^Samples treated with 150 μM BPA only were exposed for 25 hr; those treated with 20 mM KBrO_3_ only were exposed for 1 hr, then medium was replaced for 23 hr; and co-exposed samples were exposed to 150 μM BPA for 1 hr, then exposed to 150 μM BPA + 20 mM of KBrO_3_ for 1 hr, followed by exposure for 23 hr to 150 μM BPA only. ^***b***^Measurements were made by GC/MS as described in “Methods.”				

Our previous results showed a significant accumulation of lesions in cells treated with BPA alone (ThyGly) and in cels co-exposed to BPA and KBrO_3_ (ThyGly, FapyAde, and FapyGua) 4 hr after damage induction [Table 1 and (Gassman et al. 2015)]. Here, we observed no significant accumulation of lesions over control at 24 hr after damage induction. The ThyGly and FapyAde levels were consistent with or lower than those in the control; the FapyGua levels reflected a slight, but nonsignificant, increase in lesion content over the control; and there was a slight, but nonsignificant, decrease in 8-oxoGua content. These results are consistent with the loss of oxidatively induced DNA lesions between 4 and 24 hr.

### Cellular GSH Levels

In addition to generating oxidatively induced DNA lesions, exposure to oxidative stress can alter the cellular microenvironment and reduce the cellular redox balance. Depletion of intracellular glutathione has been previously observed after BPA exposure (Jain et al. 2011; Kabuto et al. 2003; Wu et al. 2013). To confirm that BPA alters the cellular microenvironment in a time-dependent manner, we measured depletion of intracellular GSH with a fluorescent dye, ThiolTracker™ Violet, which reacts with reduced thiols in live cells. At 4 hr after exposure, the GSH levels in the treated cells were consistent with those in the control, although a small shoulder in the mean intensity profile of the ThiolTracker™ dye appeared in both BPA samples; this indicates that GSH was beginning to be depleted because the fluorescence intensity of the ThiolTracker™ was being reduced in the cell population as a result (Figure 6). At 24 hr after exposure, the GSH levels of cells exposed to BPA were reduced, and a clear second population was observed in the co-exposed cells (Figure 6, indicated by the arrow). Although the flow histograms show the appearance of a second population, a consistent gating could not be found for all treatments to reflect this change in the mean intensity. Therefore, we have presented a representative histogram for the treatments but also report that there were no significant changes observed in the average mean intensity over control for all treatments.

**Figure 6:**
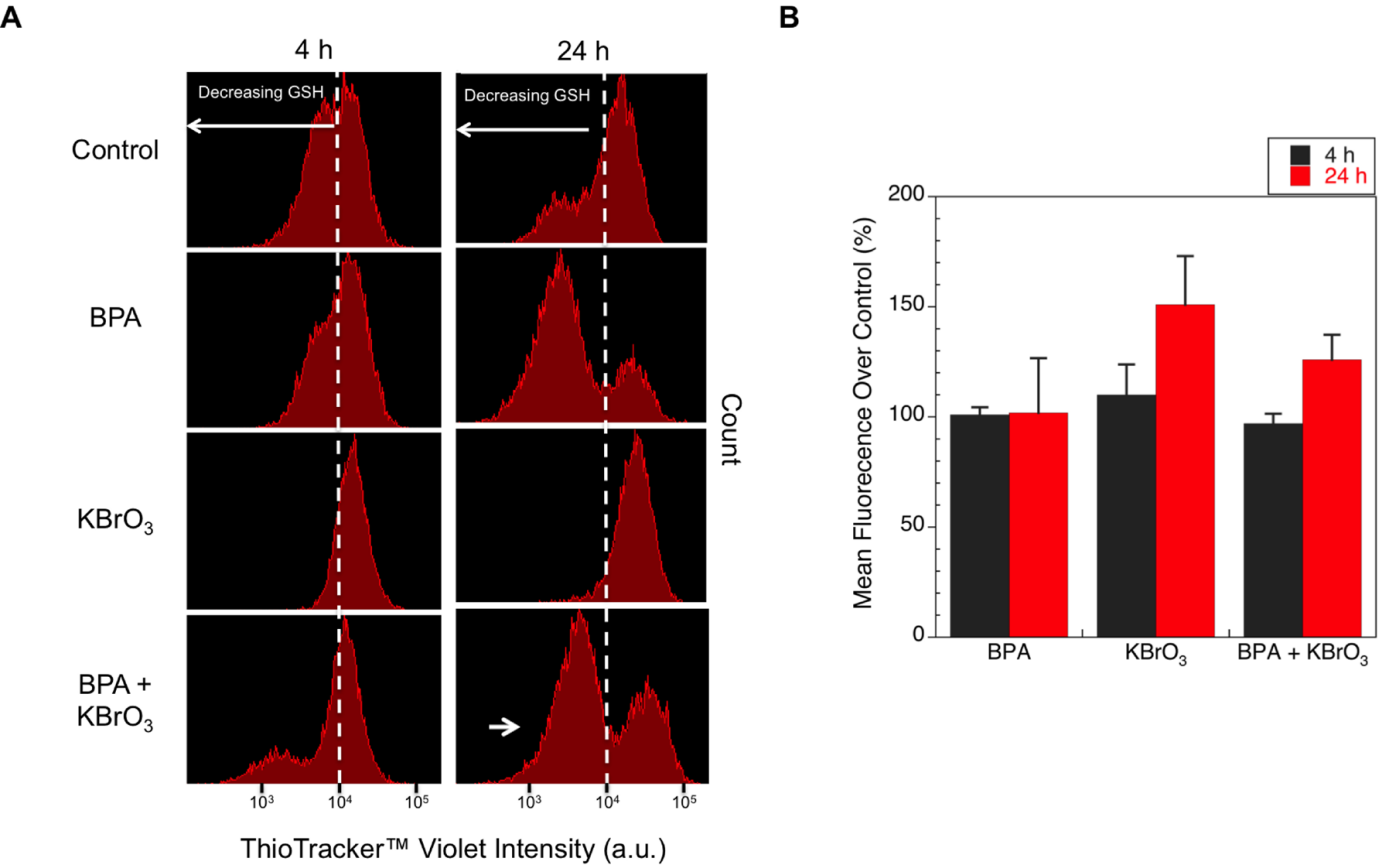
Levels of free GSH after treatment with KBrO_3_, BPA, or co-exposure to both agents at 4 and 24 hr post-damage induction were measured by staining live cells with ThiolTracker™ Violet and sorting by flow cytometry. (*A*) ThiolTracker™ Violet live cells were sorted by intensity, and the measured intensities for a representative experiment at 4 and 24 hr are shown. Dashed lines indicate the center of the intensity peak for the control cells and highlight the relative changes in measured intensity compared with the control cells. The long white arrows indicate the direction of decreasing GSH measured by loss of dye intensity. The short white arrow indicates the subpopulation reflecting lower GSH content. (*B*) Mean intensity values of the ThiolTracker™ Violet staining for each treatment condition 4 hr (black) and 24 hr (red) after damage induction normalized to the control are shown (mean ± SEM of 3 replicates).

### Intracellular pH

Induction of oxidative stress and depletion of intracellular GSH can also induce changes in intracellular pH. To determine the effects of BPA exposure on intracellular pH, we measured intracellular pH at 4 and 24 hr after treatment (Table 7). At 4 hr post-damage induction, KBrO_3_ alone induced a significant shift in intracellular pH to 6.8. Treatment with BPA alone did not significantly alter the intracellular pH relative to the untreated control. However, BPA co-exposure resulted in a pH of 7.0, which is significantly higher than the pH observed after KBrO_3_ treatment (*p* < 0.05). At 24 hr post-damage induction, the intracellular pH of cells treated with KBrO_3_ alone was similar to the control, whereas the co-exposed cells were significantly acidic compared with the control and the KBrO_3_-only treated cells (*p* < 0.05). The delay in the pH drop may be a result of the depletion of GSH, as shown in Figure 6. Overall, BPA co-exposure appeared to mitigate the pH alterations induced by KBrO_3_-induced oxidative stress at the 4-hr time point.

**Table 7:** Intracellular pH*^a^* in controls and in treated cells (mean ± SD).

Exposure	4 h^*b*^	24 h^*b*^
Control	7.5 ± 0.11	7.5 ± 0.08
BPA	7.5 ± 0.28	7.5 ± 0.11
KBrO_3_	6.8 ± 0.11*	7.8 ± 0.26
BPA + KBrO_3_	7.2 ± 0.08^†^	7.0 ± 0.14*^†^
^***a***^Intracellular pH was quantified by flow cytometry using pHRodo®. ^***b***^Samples treated with 150 μM BPA only were exposed for 5 or 25 hr; those treated with 20 mM KBrO_3_ only were exposed for 1 hr, then medium was replaced for 3 or 23 hr; and co-exposed samples were exposed to 150 μM BPA for 1 hr, then to 150 μM BPA + 20 mM KBrO_3_ for 1 hr, followed by exposure to 150 μM BPA only for 3 or 23 hr. *p < 0.05 compared with untreated controls. ^†^*p* < 0.05 compared with KBrO_3_ alone.		

## Discussion

Numerous reports have indicated that BPA exposure induces global transcriptome and epigenetic changes that can have long-term consequences for cellular regulatory networks and signal transduction pathways (Bromer et al. 2010; Fernandez et al. 2012; Lee et al. 2008; Naciff et al. 2002; Patterson et al. 2015; Ptak et al. 2011; Tabuchi et al. 2006; Weng et al. 2010; Yin et al. 2014). Although dosing conditions and exposure times can be highly variable in the literature, most studies report alterations in DNA response and repair pathways, and a number of studies have shown that BPA exposure induces oxidative stress and oxidatively induced DNA lesions at both environmentally relevant low doses (in the picomolar-nanomolar range) (Koong and Watson 2015; Pfeifer et al. 2015) and at high doses (Babu et al. 2013; Gassman et al. 2015; Jain et al. 2011; Kabuto et al. 2003; Lee et al. 2008; Tiwari et al. 2012; Wu et al. 2013; Yang et al. 2009). Our previous work confirmed these results by revealing that treatment with high doses of BPA and KBrO_3_ alone generated ROS and oxidatively induced DNA lesions [Table 1 and (Gassman et al. 2015)] and by demonstrating an increase in ROS after co-exposure, both through indirect measurement of the generated ROS and through measurement of the significant increase in oxidatively induced lesions (Gassman et al. 2015). However, features of how the cellular microenvironment reacts to BPA-induced oxidative stress and responds to the induced DNA damage have been less well understood. Here, we present evidence that BPA exposure alters the microcellular environment to promote cell survival after the induction of additional oxidative stress by the oxidizing agent KBrO_3_.

Alteration of the chromatin structure through compaction and remodeling has been previously reported after the induction of oxidative stress by hydrogen peroxide (O’Hagan et al. 2011), KBrO_3_ (Amouroux et al. 2010), and after light activation of the KillerRed fluorescent protein (Lan et al. 2014). Further, this compaction has been shown to reduce recruitment of the DNA glycosylase Ogg1, delaying the repair of oxidatively induced DNA lesions (Amouroux et al. 2010), and to promote the suppression of transcription and the accumulation of epigenetic marks silencing genes (O’Hagan et al. 2011). Because high-dose BPA and KBrO_3_ have been shown to induce ROS (Gassman et al. 2015), we evaluated the compaction of chromatin using Hoechst staining. We observed a transient compaction of chromatin 4 hr after exposure to KBrO_3_ and co-exposure to KBrO_3_ and BPA. This compaction may reduce the repair of oxidatively induced DNA lesions, reflected in an increased DNA lesion load consistent with our previous results (Gassman et al. 2015), and may promote the silencing of gene expression, consistent with the down-regulation of DNA repair proteins involved in BER that was observed in the microarray analysis (Table 5).

Coupled with the observed chromatin changes 4 hr post-damage initiation, KBrO_3_/BPA co-exposure also significantly reduced the drop in intracellular pH observed after treatment with KBrO_3_ alone (Table 7). Oxidative stress alters the balance of intracellular redox machinery and can modify cellular membrane ion transport channels (Clerici et al. 1992). Changes in the cellular Na^+^/H^+^ antiporter activity and an increase in intracellular pH have been reported after exposure to estrogen and estradiol (Ediger et al. 1999; Incerpi et al. 2003; Kilić et al. 2009). Here, no increase in intracellular pH was observed after BPA exposure, and to our knowledge, no reports of intracellular pH changes with BPA exposure have been previously reported.

Although depletion of GSH by ROS often results in changes in the cellular Na^+^/H^+^ antiporter activity and is associated with a drop in intracellular pH (Ciriolo et al. 1997; Cutaia and Parks 1994), no significant depletion of GSH was observed 4 hr post-damage induction for any of our treatment conditions (Figure 6). The intracellular pH drop observed after KBrO_3_ treatment was most likely the result of the increase in free K^+^ released upon the formation of the reactive bromate anions. Effects of K^+^ efflux from KCl exposure have been previously described in the literature (Adler and Fraley 1977), although, to our knowledge, our observation of a decrease in intracellular pH following KBrO_3_ exposure is the first. There are numerous possible explanations for how BPA exposure prevents the drop in intracellular pH, from activation of the mitogen-activated protein kinase (MAPK) pathway (Lee et al. 2008) to stimulation of the antiporter system. Further studies are needed to explore the mechanism by which BPA stabilizes against the drop in intracellular pH.

At 24 hr post-damage induction, the suppressive aspects of BPA exposure observed at the 4-hr time point transitioned into cellular microenvironment changes conducive to DNA repair. These changes are consistent with the stimulation of an adaptive response that results in chromatin relaxation in the time period between 4 and 24 hr. At 24 hr, the BPA-treated cells, which showed chromatin compaction compared with the control at 4 hr, were consistent with the control untreated cells; whereas KBrO_3_-treated cells showed compact chromatin at this time point, which may have reflected a progression toward apoptosis (Figure 5). The relaxation of chromatin was also reflected in the microarray results, where up-regulation of DNA repair genes involved in the repair of oxidatively induced DNA damage was observed (Table 4). Finally, the observed reduction in oxidatively induced DNA lesions at 24 hr (Table 6) may indicate the promotion of DNA repair, although further work is required to establish the underlying mechanisms of repair utilized to remove the induced DNA lesions.

Finally, at 24 hr post-damage initiation, a slight, but nonsignificant, reduction in GSH was observed in BPA-exposed cells, and the intracellular pH of the co-exposed cells dropped significantly compared with the control; however, unlike the KBrO_3_-only cells, the pH remained within the range of values observed for the control cells. GSH depletion has previously been observed after exposure to BPA and has been hypothesized to contribute to its prooxidant effects (Babu et al. 2013).

Taken together, these results support a dynamic alteration of the cellular microenvironment in our mouse fibroblast model system that was initiated after co-exposure (Figure 7). Although BPA exposure alone can alter gene expression (Bromer et al. 2010; Fernandez et al. 2012; Lee et al. 2008; Naciff et al. 2002; Patterson et al. 2015; Ptak et al. 2011; Tabuchi et al. 2006; Weng et al. 2010; Yin et al. 2014), deplete GSH (Jain et al. 2011; Kabuto et al. 2003; Wu et al. 2013), and induce oxidative stress in cells (Babu et al. 2013; Xin et al. 2014; Yang et al. 2009), this work demonstrates that high-dose BPA exposure coupled with endogenous or exogenous stresses, such as KBrO_3_-induced oxidative stress, can dramatically alter the microcellular environment and can delay and alter DNA damage response and repair.

**Figure 7:**
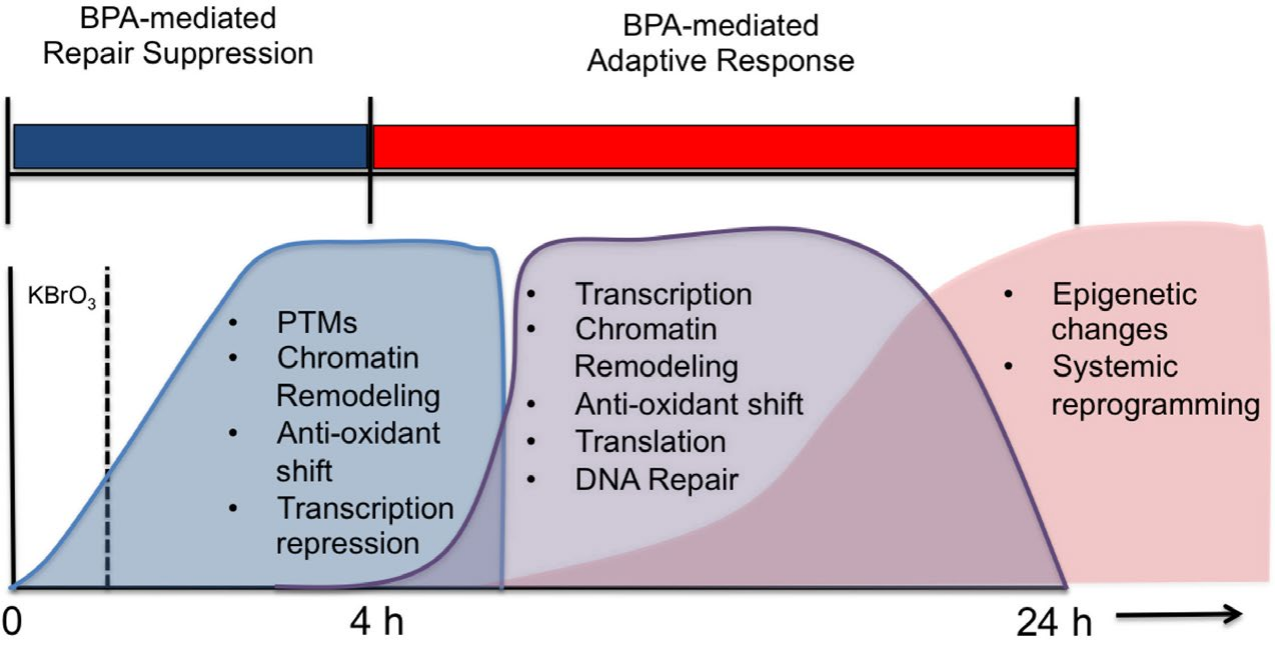
Proposed time-line for the cellular changes observed after BPA exposure based on our findings. We hypothesize that DNA repair is inhibited, at both the recognition and excision levels and at the transcription level up to 4 hr after treatment with BPA (in BPA-only cells) or with KBrO_3_ (in co-exposed cells), and that between 4 and 24 hr, an adaptive response is induced by BPA co-exposure that results in the up-regulation of DNA repair networks, while alterations in the cellular microenvironment are induced through pH changes and antioxidant depletion. Such changes might result in long-term epigenetic changes or reprogramming events. PTM, post-translational modification.

These effects are largely uncharacterized in the literature, where the focus has been on examining the endocrine-disrupting functions of BPA or on the characterization of DNA-damaging effects of BPA exposure alone. To that end, it is important to note that our model system utilized normal serum. Our high-dose/short-duration model coupled with normal serum does not directly assay the interactions between BPA and estrogenic chemicals in the serum, nor does it exclude estrogen receptor–mediated effects. However, because the observed cellular effects reported here occur in concert with these other exposures, the fact that mixture effects are complex and poorly understood is further emphasized. Despite the presence of competing estrogenic chemicals, our study nevertheless shows effects of BPA alone that are consistent with those observed in a large number of previous studies (Babu et al. 2013; Jain et al. 2011; Kabuto et al. 2003; Nishimura et al. 2014; Wu et al. 2013; Xin et al. 2014; Yang et al. 2009) Furthermore, the results of our whole genome microarray analysis, when compared with those of other published studies, shows consistency in the gene expression patterns for DNA repair proteins, inflammatory markers, and oxidative stress–related genes that have been observed at much lower doses (Bromer et al. 2010; Fernandez et al. 2012; Lee et al. 2008; Naciff et al. 2002; Patterson et al. 2015; Ptak et al. 2011; Tabuchi et al. 2006; Weng et al. 2010; Yin et al. 2014).

Overall, the cellular responses to KBrO_3_/BPA co-exposure observed in this study are striking, and it is clear from our results that BPA induced oxidative stress and promoted changes to the microcellular environment. These results, although obtained in a cellular model optimized for the study of DNA repair and damage response, have implications for the design of future animal and population-based studies.

We believe that our study highlights the importance of co-exposure effects, especially co-exposure with oxidative stress. The prooxidant activities of BPA and the adaptive response identified here indicate that BPA co-exposure may influence disease development and progression, particularly of inflammatory diseases, which have been linked to BPA exposure (Bindhumol et al. 2003; Chitra et al. 2003; Yang et al. 2009). Future animal model and population-based studies should consider incorporating additional oxidative stress and adaptive response indicators into their study designs to better contextualize the health effects of BPA.

## Conclusions

In our Ku70-deficient MEF model, co-exposure of high-dose BPA with the oxidizing agent KBrO_3_ revealed evidence of changes to the cellular microenvironment that may indicate an adaptive response that promotes cell survival, despite an increase in oxidative stress. We interpret our observations as being consistent with underlying mechanisms whereby BPA-exposed cells undergo an initial period of DNA repair suppression following exogenous damage induced by KBrO_3_, which is followed by an induced adaptive response, unique to the co-exposure condition, that results in whole genome expression changes, chromatin remodeling, depletion of intracellular GSH, and alterations in intracellular pH. However, although we believe that these hypothesized mechanisms are consistent with our observations, they need to be confirmed in other experimental models.

### Appendix 1. Top regulated networks*^a^* 4 hr post-damage induction*^b^*.

KBrO_3_

1. Cell morphology, cellular assembly and organization, cellular function and maintenance
2. Cancer, organismal injury and abnormalities, reproductive system disease
3. Hereditary disorder, neurological disease, lipid metabolism
4. Cell-to-cell signaling and interaction, cellular function and maintenance, hematological system development and function
5. Protein synthesis, RNA post-transcriptional modification, carbohydrate metabolism

BPA

1. Cellular development, cellular growth and proliferation, organ development
2. Cellular movement, immune cell trafficking, connective tissue disorders
3. Cellular development, cellular growth and proliferation, connective tissue development and function
4. Neurological disease, cell-to-cell signaling and interaction, hematological system development and function
5. Dermatological diseases and conditions, organismal injury and abnormalities, lipid metabolism

BPA + KBrO_3_

1. Embryonic development, nervous system development and function, organ development
2. Cellular growth and proliferation, infectious disease, protein synthesis
3. Cell cycle, cellular assembly and organization, reproductive system development and function
4. Developmental disorder, hereditary disorder, metabolic disease
5. Organismal development, tissue morphology, drug metabolism

***^a^***Ranked by IPA by score and number of focus molecules. ***^b^***Samples treated with 150 μM BPA only were exposed for 5 hr; those treated with 20 mM KBrO_3_ only were exposed for 1 hr, then medium was replaced for 3 hr; and co-exposed samples were exposed to 150 μM BPA for 1 hr, then exposed to 150 μM BPA + 20 mM of KBrO_3_ for 1 hr, followed by exposure for 3 hr to 150 μM BPA only.

### Appendix 2. Top regulated networks*^a^* 24 hr after damage induction*^b^.*

KBrO_3_

1. Cardiovascular system development and function, cellular movement, cancer
2. Cell death and survival, dermatological diseases and conditions, developmental disorder
3. Gastrointestinal disease, hepatic system disease, liver cirrhosis
4. Cell death and survival, drug metabolism, endocrine system development and function
5. Cancer, organismal injury and abnormalities, connective tissue disorders

BPA

1. Cellular movement, connective tissue development and function, organ morphology
2. Connective tissue disorders, organismal injury and abnormalities, skeletal and muscular disorders
3. Cardiac dysfunction, cardiovascular disease, organismal injury and abnormalities
4. Organismal development, energy production, molecular transport
5. Cell-to-cell signaling and interaction, cellular movement, hematological system development and function

BPA + KBrO_3_

1. Dermatological diseases and conditions, inflammatory disease, skeletal and muscular disorders
2. Amino acid metabolism, small molecule biochemistry, neurological disease
3. Protein synthesis, cell death and survival, embryonic development
4. Cancer, embryonic development, cellular development
5. Cell cycle, DNA replication, recombination, and repair, cancer

***^a^***Ranked by IPA by score and number of focus molecules. ***^b^***Samples treated with 150 μM BPA only were exposed for 25 hr; those treated with 20 mM KBrO_3_ only were exposed for 1 hr, then medium was replaced for 23 hr; and co-exposed samples were exposed to 150 μM BPA for 1 hr, then exposed to 150 μM BPA + 20 mM of KBrO_3_ for 1 hr, followed by exposure for 23 hr to 150 μM BPA only.

### Appendix 3. Top networks*^a^* regulated by the unique co-exposure genes at 4 and 24 hr after damage induction*^b,c^.*

4 hr

1. Nervous system development and function, organ morphology, organismal development
2. Energy production, nucleic acid metabolism, small molecule biochemistry
3. Developmental disorder, hereditary disorder, metabolic disease
4. RNA post-transcriptional modification, cancer, hematological disease
5. Connective tissue disorders, skeletal and muscular disorders, developmental disorder

24 hr

1. DNA replication, recombination, and repair, hereditary disorder, neurological disease
2. Cancer, gastrointestinal disease, hepatic system disease
3. DNA replication, recombination, and repair, cellular response to therapeutics, cell cycle
4. Gene expression, cancer, hereditary disorder
5. Nucleic acid metabolism, small molecule biochemistry, amino acid metabolism

***^a^***Ranked by IPA by score and number of focus molecules. ***^b^***Samples treated with 150 μM BPA only were exposed for 5 hr; those treated with 20 mM KBrO_3_ only were exposed for 1 hr, then medium was replaced for 3 hr; and co-exposed samples were exposed to 150 μM BPA for 1 hr, then exposed to 150 μM BPA + 20 mM of KBrO_3_ for 1 hr, followed by exposure for 3 hr to 150 μM BPA only. ***^c^***Samples treated with 150 μM BPA only were exposed for 25 hr; those treated with 20 mM KBrO_3_ only were exposed for 1 hr, then medium was replaced for 23 hr; and co-exposed samples were exposed to 150 μM BPA for 1 hr, then exposed to 150 μM BPA + 20 mM of KBrO_3_ for 1 hr, followed by exposure for 3 hr to 150 μM BPA only.

How the deposited data were processed for this re-analysis (not part of the article)

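The arrays measured transcript levels in Ku70–/– mouse embryonic fibroblasts that were untreated or had received KBrO3, BPA or both, and each was hybridized with RNA from 1 biological replicate labeled with Cy3. There are 24 arrays in 2 sets. The first set has 15 arrays with 5 groups, namely control, KBrO3 alone at 4 and 24 hr and co-exposure at 4 and 24 hr. The second set has 9 arrays with 3 groups, its own control and BPA alone at 4 and 24 hr. Each group holds 3 arrays, and the sample labels number the replicates from 1 to 3. Those numbers do not pair samples across groups, since the residuals of arrays with the same number correlated with a mean r of −0.029 in the first set and 0.0020 in the second.

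The values analysed are fluorescence intensity values, deposited by the authors per spot as the output of Agilent's Feature Extraction software, which detrends the signal within an array and replaces the lowest values by surrogates but does not normalize between arrays. The error of that signal and the mean raw signal and local background of each spot, also intensity values, come from the same authors' deposited output. According to the file headers, the first set was extracted with version 9.5.3.1 of the software and the second with version 12.0.0.7. The table of values deposited by the authors with the series holds the same signal without any normalization, since 1080432 of its 1080432 values for 45018 spots on 24 arrays equal the scanner output.

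Processed signals were converted to log2 values in R 4.3.3 and each array's 75th percentile over spots other than controls was subtracted. Spots that the software called outliers were set aside, and the spots of 1 probe were averaged. Probes were assigned to genes of the mouse RefSeq annotation of GRCm38.p6, first by the probe's accession and then by its symbol, and protein-coding genes were counted. A probe was tested in a set when it was well above background, as flagged by the software, on every array of at least 1 group of the set. No position in the genome is given, because the array annotation names no genome build. Tables were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and with data.table 1.17.8 in R.

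Each set was fitted with limma 3.58.1 (functions lmFit and eBayes), and all its p-values are two-sided. The comparisons were each treatment against the controls of its set, co-exposure against KBrO3 alone at each time, the change of the latter difference from 4 to 24 hr, and the difference between the effects of BPA alone and of BPA added to KBrO3. A gene counted as altered when any of its probes had a Bonferroni-adjusted p below 0.01 and a fold change beyond 1.5 in either direction, the thresholds that the Methods give. A DNA repair gene of Tables 4 and 5 counted as altered at a Benjamini-Hochberg adjusted p below 0.05 over all probes tested, and the adjusted p-values printed for genes are of this kind. Genes were named by a rule fixed before the data were examined. It takes every gene named in the text of the Results and in Tables 2 to 5 that the array lists, the gene Xrcc6, and the 3 altered genes with the largest rise and the 3 with the largest fall in each comparison, of which the text gives a selection. Each is represented by the probe with the highest mean signal over all 24 arrays, and other probes are given where they differ.

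Gene lists were tested with limma's camera function, with a preset correlation of 0.01 between genes, and with its fry function, each over 112 pairs of a list and a comparison. The 14 lists cover the DNA repair genes of Tables 4 and 5, DNA replication and S phase, repair genes without known S-phase regulation, mitosis, p53 targets, NRF2 targets, ATF4 targets and the unfolded protein response, heat shock, NF-kB and cytokines, interferon response, immediate early genes, cholesterol synthesis, oxidative phosphorylation and muscle contraction. All but the first were written from general knowledge before the data were examined, and the first was compiled by the authors from these arrays.

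The depth of an array is given by the share of spots well above background, which lay between 57.7% and 68.1% in the first set and between 76.4% and 79.4% in the second. The fit and the calls were tested on simulated log2 values, in which each probe was drawn at random with its own mean and residual SD. In these, 200 probes were then changed by a known amount in 1 group. Scaling, the removal of outliers and the background filter were not simulated. The draws held no slide effect, so the shares recovered and the false calls do not cover effects of slides. For BPA at 4 hr, 0% of changes of 3-fold and 12% of changes of 5-fold were recovered at the Bonferroni threshold, against 77.5% and 85% for KBrO3 at 4 hr. At a Benjamini-Hochberg adjusted p below 0.05, the shares for 3-fold changes were 48% and 93%. The likeness that 2 treatments gain from shared controls was measured in 20 simulations of unchanged groups.

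The alternatives tried were quantile normalization, scaling to each array's median, normexp background correction of the raw signal with an offset of 50, the values of the deposited series table, no filter on dim probes, a filter that requires a signal above background on every array, Benjamini-Hochberg in place of Bonferroni adjustment and the reverse for the repair genes, unadjusted p-values for the repair genes, a one-way analysis weighted by the software's error estimates, a plain one-way analysis, fits of only the 6 arrays compared, 1 fit of all 24 arrays, the replicate number as a block, the slide as a random block (statmod 1.5.0) and as a fixed block, the highest-signal probe alone or any probe of a gene, and each array left out in turn. Counting every gene name on the array in place of protein-coding genes was added after the data were examined.

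The pathway and network results of the paper's Ingenuity analysis were not analysed here, since they rest on a commercial knowledge base. The measurements of chromatin condensation, DNA lesions, glutathione and intracellular pH come from other assays and were not analysed here. Results for some single genes are not reported here.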

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

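Among the tests reported here, the test of the slides behind the 4 hr difference between co-exposure and KBrO3 alone, the test of the slides behind the spread of the second array set, the comparison of the NF-kB list with random draws and other lists, and the tests of the gene lists with slide as a block, other than that of mitosis in the direct difference at 24 hr, were chosen only after the results were seen. A list of genes that the paper does not discuss is given here when its median moved by over 0.5 on the log2 scale with an adjusted p below 0.05 in both camera and fry, either with BPA alone or in co-exposed against KBrO3-only cells. Differences between groups are given as numbers of genes for which limma found an interaction, and as lists whose difference was over 0.5 with an adjusted p below 0.05 in both camera and fry, so that smaller ones are left out, and repair genes by the rule given with them. In every list comparison of the former kind the medians of 3 of 3 treated arrays lay beyond those of all 3 reference arrays, and each kept its direction and call with quantile normalization and with median scaling. Regrouping the 6 arrays of a comparison gave at least as many shifted lists in 7 of 10 splits for BPA alone at 4 hr, 2 of 10 at 24 hr, 1 of 10 for the direct difference at 4 hr and 4 of 10 at 24 hr, the real split included, and 10 splits are too few to exclude chance for the number of lists. For the direct difference at 24 hr, a split with 3 arrays of 1 slide on one side shifted 11 lists against 10 in the real split, whereas other such splits shifted 9 and 4. The number of lists there is thus not clear of slide effects, and the blocked values are given below.

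With BPA alone at 4 hr, the list of NF-kB and cytokine genes rose by a median of 2.82 (adjusted p = 1.32e-46), immediate early genes by 1.20 (1.45e-21), ATF4 targets and the unfolded protein response by 0.59 (1.95e-10) and interferon response genes by 0.51 (5.74e-09), while genes of mitosis moved by −0.59 (1.54e-10) and of cholesterol synthesis by −0.57 (6.03e-06). At 24 hr, the NF-kB list was higher by 0.83 (1.85e-13) and the ATF4 list by 1.12 (4.44e-19), and mitosis was at −0.53 (8.66e-08) and cholesterol synthesis at −0.92 (2.42e-11). What called attention is a signal in genes outside those the paper discusses. With slide as a fixed block, the medians at 4 hr were 2.83 for NF-kB, 1.03 for immediate early genes, 0.89 for ATF4 targets, 0.47 for interferon response, −0.50 for mitosis and −0.31 for cholesterol synthesis, and at 24 hr 0.70 for NF-kB, 1.14 for ATF4 targets, −0.49 for mitosis and −0.90 for cholesterol synthesis. Each kept its direction and its call by camera and exceeded 2 SD of the medians of single arrays, which argues against slides as the whole cause of these shifts. For cholesterol synthesis at 4 hr the margin was small (SD 0.15, adjusted p = 0.0126), and the 4 hr values rest on 1 slide that holds 1 control and 2 treated arrays. Slides stay open as a source of the spread in this set. Deviations from the group means correlated with a mean r of −0.136 for arrays on 1 slide, against 0.025 for arrays on different slides, but this rests on 4 pairs, and the same measure gave 0.021 in the first set, where limma fitted a slide correlation of 0.634, so it decides nothing. In the second set the fitted slide correlation was 0.117. A response of the cells to BPA, whose change from 4 to 24 hr was not tested, may be involved, but handling that differed between treated and untreated dishes was not tested and stays open. Cytokine genes react to many stimuli, and no biological explanation beyond the treatment itself was tested.

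Cells given BPA on top of KBrO3 had higher ATF4 targets than KBrO3-only cells, by a median of 0.63 at 4 hr (adjusted p = 1.02e-04) and 0.93 at 24 hr (5.85e-13). At 24 hr, p53 targets were also higher by 0.72 (2.01e-09) and NRF2 targets by 0.52 (2.77e-10), and mitosis was at −0.75 (2.05e-16) and muscle contraction genes at −0.65 (7.44e-04). These lists are again outside the paper's discussion. Slides were tested as a technical source at 24 hr. With slide as a fixed block, 100% of the altered probes kept their direction and the lists were at 0.94 for ATF4, 0.73 for p53 and 0.53 for NRF2 targets, −0.78 for mitosis and −0.60 for muscle contraction genes, each still called by camera and over 2 SD of the medians of single arrays, on 1 slide with 2 arrays of each treatment, which argues against slides as the whole cause at 24 hr. The 4 hr arrays of the 2 treatments lie on separate slides, so that for the 4 hr value slide and treatment cannot be told apart. For mitosis, the difference sets a rise of 0.70 over control after KBrO3 alone against 0.0043 after co-exposure (adjusted p = 0.977, 0.32 with median scaling), so the co-exposed cells lay near the control level by the scaling used here. The ATF4 and mitosis lists moved in the same directions with BPA alone at 24 hr, in arrays of another set that shares no sample with these, and so did p53 targets (0.41, adjusted p = 4.3e-05), NRF2 targets (0.37, 4.13e-04) and muscle contraction genes (−0.50, 4.1e-05), each in 3 of 3 arrays. With slide as a fixed block, p53 targets were at 0.48, NRF2 targets at 0.42 and muscle contraction genes at −0.29, each still called by camera. The muscle value fell short of 2 SD of the medians of single arrays (SD 0.15), which leaves that list less certain. BPA may therefore raise ATF4, p53 and NRF2 targets and lower mitosis and muscle genes relative to cells without BPA, with and without KBrO3, at 24 hr, a hypothesis found and tested on the same data. Slower growth of the cells was not tested directly. Fewer dividing cells would also lower the list for DNA replication and S phase, which was instead higher at 24 hr. Its median was 0.11 with BPA added to KBrO3 (adjusted p = 0.0191 by camera, not called after quantile normalization) and 0.18 with BPA alone (0.0142). With slide as a fixed block these were 0.12 and 0.28. This argues against slower growth as the whole reason, while a slowing that spares replication genes stays open.

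The effect of adding BPA to KBrO3 differed between 24 and 4 hr for 856 genes, 499 of them with a higher and 356 with a lower value at 24 hr. Among the repair genes of Tables 4 and 5, the genes whose direct difference had opposite signs at the 2 times and changed by over 0.5 were Ercc6 (−1.47, adjusted p = 2.35e-05), Lig4 (−0.99, 2.99e-05), Polb (−0.98, 7.95e-05), Ogg1 (1.11, 6.66e-06), Mpg (1.03, 1.64e-05) and Ercc8 (0.58, 0.00159). For Ercc6, Polb, Ogg1 and Mpg, 3 of 3 co-exposed arrays lay beyond all KBrO3-only arrays at both times, in opposite directions, whereas for Lig4 2 of 3 did at 24 hr and for Ercc8 2 of 3 at 4 hr. Median scaling turned the 24 hr difference of Lig4 from −0.14 to 0.031, and quantile normalization that of Ercc8 at 4 hr from −0.038 to 0.026, so the opposite signs of these 2 genes depend on the scaling, while those of the other genes named held with both. The probe is a technical source to weigh. Both probes of Ogg1 and of Lig4 had the same signs of the direct difference at each time, but the other two probes of Polb gave 0.23 and −0.28 at 4 hr, and with the probe of lowest p in place of the brightest the 4 hr difference of Ercc8 reversed to 0.47. Slides are the other source. The KBrO3 24 hr array on the slide of the co-exposed 4 hr arrays differed from its own group in the direction of the 4 hr treatment difference in 58.9% of the altered genes, with r = 0.444 across all genes. The remaining arrays of that group gave 35.6% to 53.9% and r between −0.412 and −0.255. Deviations within a group cancel out, so the negative r of those arrays follows from the positive one and is no separate evidence. For these changes between the times, slide and treatment cannot be told apart at 4 hr, because the 4 hr arrays of the 2 treatments share no slide. A later rise of Ogg1 and Mpg in co-exposed cells may be a biological response, and it stays a hypothesis with the 4 hr term open.

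BPA alone and BPA added to KBrO3 differed in their effect on 209 genes at 4 hr, 166 of them with the higher value for BPA alone, and on 69 genes at 24 hr, 43 of them higher. By list, the effect of BPA alone exceeded that of BPA added to KBrO3 at 4 hr by 2.51 for NF-kB and cytokines (adjusted p = 7.38e-39) and 1.64 for immediate early genes (1.50e-26), and cholesterol synthesis differed by −0.84 (2.22e-08). At 24 hr, NF-kB and cytokines differed by 0.87 (2.45e-23) and cholesterol synthesis by −0.67 (1.09e-08). Behind the 4 hr values lie medians of 2.82 against 0.38 for NF-kB, 1.20 against −0.15 for immediate early genes and −0.57 against 0.39 for cholesterol synthesis, each in 3 of 3 arrays. At 24 hr they were 0.83 against −0.041 for NF-kB, the latter turning to 0.13 with median scaling, and −0.92 against −0.27 for cholesterol synthesis. A difference between the array sets is a candidate explanation for NF-kB. The second set's controls had lower values of this list than the first set's by a median of −2.69, in 28 of 28 genes, against medians between −0.60 and 0.47 in 1000 random draws of as many genes and between −1.25 and 0.33 in the other 13 lists. At 4 hr, the list went from 3.03 after KBrO3 alone to 3.94 after co-exposure in the first set, whose controls stood at 3.34, and from 0.50 in the controls to 3.23 after BPA alone in the second, so that the effect of BPA started from different levels in the 2 sets. These are medians of levels within arrays, which need not move like the medians of gene differences. For KBrO3 alone the former fell below control whereas the latter was 0.51 (adjusted p = 0.0289). Whether the low start reflects the culture, the scanner software or a label was not tested, and KBrO3, which only 1 of the 2 effects contains, stays open as a biological reason. For the other lists and the 209 and 69 genes, the array set is confounded with the presence of KBrO3, and the 2 cannot be told apart.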

How the results depend on the processing

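The settings and alternatives were chosen before the data were examined, except that counting every gene name on the array was added after the results were seen. Counts are called unmoved within a factor of 1.5 of the value reported, and correlations within 1 SD over the replicates. Where a value moved, the cause was not tested, except that fewer arrays in a fit leave fewer degrees of freedom.

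All 28 counts and correlations that were recomputed with quantile normalization stayed unmoved, as did all 27 with the values of the series table, all 19 with the highest-signal probe alone, all 19 with every gene name on the array and all 6 counts of repair genes with any probe of a gene. Of the fold changes of other named genes, 89 of 89 kept their direction and side of the threshold with quantile normalization, 87 of 89 with median scaling, 60 of 89 with normexp background correction, 89 of 89 in fits of only the 6 arrays compared and 88 of 89 with slide as a random block. The corresponding numbers for the repair genes, over all comparisons, were 241 of 256, 227 of 256, 200 of 256, 241 of 256 and 241 of 256. As single arrays were left out, 3381 of 3456 fold changes of repair genes and 1173 of 1179 of other named genes kept theirs. Medians of gene lists did so in 95 of 112 tests with quantile normalization and in 103 of 112 with median scaling.

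With median scaling, the genes that differed between co-exposure and KBrO3 alone numbered 552 at 4 hr and 778 at 24 hr, and 184 of the genes altered only by co-exposure differed at 4 hr. This scaling also moved the median log2 fold change of all probes to 0.12 for KBrO3 alone and 0.25 for co-exposure at 24 hr and that of co-exposure minus KBrO3 alone to −0.12 at 4 hr and 0.13 at 24 hr. The share of altered genes that were higher then went from 44.2% to 57.4% for KBrO3 alone and from 48.1% to 69.8% for co-exposure at 24 hr, and for co-exposure minus KBrO3 alone from 49.7% to 30.3% at 4 hr and from 50% to 66.1% at 24 hr. For BPA alone at 24 hr it went from 16.7% to 42.9% of a handful of genes. Quantile normalization changed no share of the KBrO3-containing treatments by as much, and gave 52.4% for KBrO3 alone and 54.4% for co-exposure at 24 hr.

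Normexp background correction moved 21 of 27 values. It gave 1645 genes altered by KBrO3 alone, 2076 by co-exposure and 1 by BPA alone at 4 hr, and 832, 1172 and 0 at 24 hr, where limma without the correction had found 6 for BPA alone and 5830 probes at an unadjusted p under 0.05. Any treatment altered 2329 genes at 4 hr and 1366 at 24 hr, KBrO3 alone and co-exposure without BPA alone 1391 and 638, all 3 treatments 1 and 0, and co-exposure alone 684 and 534, with 77 at both times. Direct differences between co-exposure and KBrO3 alone numbered 64 at 4 hr and 152 at 24 hr, and 23 and 75 among the genes altered only by co-exposure. The correlations of BPA alone with BPA added to KBrO3 became 0.258 at 4 hr and 0.399 at 24 hr. Medians of all probes were moved to −0.46 and −0.44 for KBrO3 alone and co-exposure at 4 hr, −0.52 for both at 24 hr and −0.41 for BPA alone at 24 hr. The share of higher genes was 33.4% for KBrO3 alone at 24 hr and 76.6% for co-exposure minus KBrO3 alone at 4 hr.

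With no filter on dim probes, the 24 hr counts for BPA alone and for all 3 treatments were 0 and 0. A filter for signal above background on every array raised the correlations to 0.262 at 4 hr and 0.587 at 24 hr.

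The Benjamini-Hochberg adjustment gave 9057 genes for co-exposure and 1042 for BPA alone at 4 hr, and 6208 for KBrO3 alone, 7029 for co-exposure and 860 for BPA alone at 24 hr. Any treatment then altered 10202 and 8500 genes at 4 and 24 hr, all 3 treatments 691 and 477, KBrO3 alone and co-exposure without BPA alone 4426 at 24 hr, and co-exposure alone 2565 at 4 hr and 340 at both times. It gave 3921 and 2546 direct differences at 4 and 24 hr, with 1224 at 4 hr among the genes altered only by co-exposure. At an unadjusted p under 0.05, BPA alone altered 5 repair genes at 4 hr and 3 at 24 hr. With the Bonferroni threshold and the fold change limit on the brightest probe, the repair genes altered were 15 for KBrO3 alone and 16 for co-exposure at 4 hr, and 11 and 16 at 24 hr.

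The one-way analysis weighted by the error estimates gave 2 genes for BPA alone at 4 hr and 0 at 24 hr, and 1 and 0 for all 3 treatments. A plain one-way analysis gave 3 and 0 for BPA alone, and 1 and 0 for all 3 treatments.

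Fits of only the 6 arrays compared gave 1958 genes for KBrO3 alone, 2225 for co-exposure and 7 for BPA alone at 4 hr, and 504, 650 and 0 at 24 hr. Any treatment altered 2760 and 830 genes at 4 and 24 hr, KBrO3 alone and co-exposure without BPA alone 1426 and 324, all 3 treatments 1 and 0, and co-exposure alone 797 and 326, with 38 at both times. Direct differences numbered 328 and 43, with 97 and 27 among the genes altered only by co-exposure.

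One fit of all 24 arrays gave 2999 genes for KBrO3 alone, 3613 for co-exposure and 556 for BPA alone at 4 hr, and 1570, 2037 and 474 at 24 hr. Any treatment altered 4285 and 2572 genes at 4 and 24 hr, KBrO3 alone and co-exposure without BPA alone 2200 and 1016, all 3 treatments 291 and 162, and co-exposure alone 718 at 24 hr, with 85 at both times. Direct differences numbered 260 and 336, with 58 and 78 among the genes altered only by co-exposure.

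The replicate number as a block gave 5 genes at 4 hr and 0 at 24 hr for BPA alone, 2 and 0 for all 3 treatments, and 643 direct differences at 4 hr, 190 of them among the genes altered only by co-exposure. Those numbers do not pair the samples, so the block stands for no known factor.

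Slide as a random block gave 2294 genes for KBrO3 alone at 24 hr, 1710 for KBrO3 alone and co-exposure without BPA alone at 24 hr, 574 for co-exposure alone at 4 hr and 88 at both times, and 335 direct differences at 4 hr with 91 among the genes altered only by co-exposure. Slide as a fixed block could be fitted for KBrO3 alone at 4 hr, BPA alone at both times and the direct difference at 24 hr, and it left 2 residual degrees of freedom in the second set, where it gave 0 genes for BPA alone at 4 hr and 0 at 24 hr. The other comparisons lie on slides that hold 1 of the groups, and no value could be had for them.

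As each array was left out in turn, the counts for BPA alone ranged from 3 to 17 at 4 hr, the lowest without BPA 4 hr replicate 2, and from 0 to 2 at 24 hr. All 3 treatments shared between 1 and 11 genes at 4 hr and between 0 and 2 at 24 hr. Direct differences at 4 hr ranged from 619, without KBrO3 4 hr replicate 2, to 1438, and those among the genes altered only by co-exposure from 176, without co-exposure 4 hr replicate 1, to 423. The correlations ranged from 0.124 to 0.217 at 4 hr and from 0.470 to 0.539 at 24 hr. The remaining counts stayed within a factor of 1.5.

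The list of oxidative phosphorylation genes after KBrO3 alone at 4 hr reversed to a median of −0.28 with quantile normalization, and the list of repair genes in co-exposure minus KBrO3 alone at 4 hr to −0.036 with median scaling. Median scaling also reversed Parp1 to 0.017 on the log2 scale in the direct difference at 24 hr. With normexp background correction, Ercc6 reversed to −0.49 at 4 hr and −0.88 at 24 hr after KBrO3 alone, Ercc5 to −0.17 after KBrO3 alone at 24 hr, and Mmp15 and Lig3 to −0.14 and −0.067 after co-exposure at 24 hr. With the probe of lowest p in place of the brightest, Polb reversed to −1.38 after co-exposure at 4 hr and to −0.77 after KBrO3 alone and −0.83 after co-exposure at 24 hr, and Ogg1 to 0.12 after KBrO3 alone at 24 hr. The same choice reversed direct differences of Ercc8, Lig3 and Tdg at 4 hr to 0.47, 0.77 and 0.41 and of Mutyh at 24 hr to −0.42.

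Signal over background limits what can be called. Between 57.7% and 68.1% of the spots of an array were well above background in the first set, and the folds of genes below it in 1 group are lower bounds.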

Differences from the paper's values

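Test settings and alternatives were fixed before the data were examined, except for counting every gene name on the array, which was added later and brought no value here within reach of the paper's. For counts, values are compared by a factor of 1.5, and for folds of single genes by the spread of the replicates or a change of direction. The alternatives named with a value are those set before the data were examined under which it no longer differed from the paper's by this measure, and under every other such alternative that was run it still differed. Values marked with the word here are those of the re-analysis.

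The paper's number of genes altered by any treatment at 4 hr is 4007 and the number here 6668, and it no longer differed with median scaling, counting by the highest-signal probe alone, the error-weighted one-way analysis, fits of only the 6 arrays compared, 1 fit of all 24 arrays, the replicate number as a block or slide as a random block, and in 9 of 24 fits without 1 array. For genes altered by any treatment at 24 hr, the paper's number is 3144 and the number here 4904, and it no longer differed with median scaling, no filter on dim probes, counting by the highest-signal probe alone, the error-weighted one-way analysis, the plain one-way analysis, 1 fit of all 24 arrays, the replicate number as a block or slide as a random block, and in 14 of 24 fits without 1 array. As to genes altered by KBrO3 alone and by co-exposure but not by BPA alone at 4 hr, the paper's number is 2008 and the number here 4401, and it no longer differed with normexp background correction, fits of only the 6 arrays compared or 1 fit of all 24 arrays. With regard to genes altered by all 3 treatments at 4 hr, the paper's number is 569 and the number here 10, and it no longer differed with the Benjamini-Hochberg adjustment. The paper's number of genes altered only by co-exposure at 4 hr is 755 and the number here 1504, and it no longer differed with normexp background correction, fits of only the 6 arrays compared, 1 fit of all 24 arrays or slide as a random block, and in 3 of 24 fits without 1 array. For genes altered only by co-exposure at 24 hr, the paper's number is 755 and the number here 1381, and it no longer differed with normexp background correction, 1 fit of all 24 arrays or slide as a random block, and in 2 of 24 fits without 1 array. As to genes altered only by co-exposure at both times, the paper's number is 86 and the number here 207, and it no longer differed with normexp background correction, 1 fit of all 24 arrays or slide as a random block.

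With regard to genes altered by BPA alone at 4 hr, the paper's number is about 950 in Figure 2B, read by eye, and the number here 20, and it no longer differed with the Benjamini-Hochberg adjustment. The paper's number of genes altered by KBrO3 alone at 4 hr is about 2900 in Figure 2B, read by eye, and the number here 5156, and it no longer differed with median scaling, fits of only the 6 arrays compared, 1 fit of all 24 arrays, the replicate number as a block or slide as a fixed block, and in 4 of 15 fits without 1 array. For genes altered by co-exposure at 4 hr, the paper's number is about 3500 in Figure 2B, read by eye, and the number here 5918, and it no longer differed with median scaling, counting by the highest-signal probe alone, 1 fit of all 24 arrays, the replicate number as a block or slide as a random block, and in 6 of 15 fits without 1 array. As to genes altered by BPA alone at 24 hr, the paper's number is about 390 in Figure 3B, read by eye, and the number here 6, and it no longer differed with 1 fit of all 24 arrays. With regard to genes altered by KBrO3 alone at 24 hr, the paper's number is about 2200 in Figure 3B, read by eye, and the number here 3519, and it no longer differed with median scaling, no filter on dim probes, counting by the highest-signal probe alone, the error-weighted one-way analysis, the plain one-way analysis, 1 fit of all 24 arrays, the replicate number as a block or slide as a random block, and in 13 of 15 fits without 1 array. The paper's number of genes altered by co-exposure at 24 hr is about 2600 in Figure 3B, read by eye, and the number here 4109, and it no longer differed with median scaling, no filter on dim probes, counting by the highest-signal probe alone, the error-weighted one-way analysis, the plain one-way analysis, 1 fit of all 24 arrays, the replicate number as a block or slide as a random block, and in 13 of 15 fits without 1 array. For genes altered by KBrO3 alone and by co-exposure but not by BPA alone at 24 hr, the paper's number is about 1500 in Figure 3B, read by eye, and the number here 2726, and it no longer differed with median scaling, counting by the highest-signal probe alone, 1 fit of all 24 arrays, the replicate number as a block or slide as a random block, and in 4 of 24 fits without 1 array. As to genes altered by all 3 treatments at 24 hr, the paper's number is about 160 in Figure 3B, read by eye, and the number here 2, and it no longer differed with 1 fit of all 24 arrays.

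Table 2 gives fold changes over control at 4 hr. Under none of the alternatives was the gap closed for the fold changes of Cxcl3 after BPA alone (55.581 in the paper, 5.22 here) and Ptgs2 after co-exposure (95.172 in the paper, 66.5 here). For Atf3 after co-exposure (81.490 in the paper, 91.3 here), the fold change no longer differed with quantile normalization, median scaling or normexp background correction. No alternative closed the gap between the fold decreases for Tns1 after co-exposure (41.975 in the paper, 2.56 here), Akr1b10 after co-exposure (39.628 in the paper, 2.70 here), Fzd2 after co-exposure (35.905 in the paper, 11.4 here), Akr1b10 after KBrO3 alone (21.197 in the paper, 2.05 here) and Kat2b after co-exposure (30.719 in the paper, 2.80 here). For Plch2 after BPA alone (4.768 in the paper, 2.52 here), the fold decrease no longer differed with the use of any probe of the gene.

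Table 3 gives fold changes over control at 24 hr. A gap remained under all the alternatives for the fold changes of Robo3 after KBrO3 alone (22.114 in the paper, 11.4 here) and Robo3 after co-exposure (59.949 in the paper, 35.4 here). For Myh1 after BPA alone (11.145 in the paper, 1.24 here) and Myh2 after BPA alone (9.608 in the paper, 5.05 here), the fold decreases no longer differed with the use of any probe of the gene. Under none of the alternatives was the gap closed for the fold decrease of Fgl2 after KBrO3 alone (73.599 in the paper, 52.5 here). For Agtr2 after co-exposure (153.275 in the paper, 184 here), the fold decrease no longer differed with quantile normalization, median scaling or the error-weighted one-way analysis. For Hp after KBrO3 alone (37.549 in the paper, 42.6 here), the fold decrease no longer differed with quantile normalization or median scaling. For Cyp2f2 after co-exposure (85.326 in the paper, 96.0 here), the fold decrease no longer differed with quantile normalization. Fits without 1 array closed the gap for Agtr2 after co-exposure (2 of 15 fits).

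Table 4 gives fold changes over control at 24 hr. For Apex1 after KBrO3 alone (1.67 in the paper, 1.56 here), Apex1 after co-exposure (1.82 in the paper, 1.77 here), Rpa1 after KBrO3 alone (1.47 in the paper, 1.38 here) and Tdp1 after KBrO3 alone (1.44 in the paper, 1.40 here), the fold changes no longer differed with quantile normalization. No alternative closed the gap between the fold changes for Ercc6 after KBrO3 alone (1.91 in the paper, 1.02 here), Mre11a after KBrO3 alone (2.89 in the paper, 1.76 here), Rpa1 after co-exposure (2.35 in the paper, 1.22 here), Atm after co-exposure (1.89 in the paper, 1.38 here), Brca1 after KBrO3 alone (2.62 in the paper, 2.26 here) and Ercc4 after KBrO3 alone (3.15 in the paper, 1.42 here). A gap remained under all the alternatives for the fold change of Ercc4 after co-exposure (4.05 in the paper, 1.61 here). For Ercc8 after KBrO3 alone (2.30 in the paper, 1.20 here), Lig3 after co-exposure (2.02 in the paper, 1.26 here), Mutyh after KBrO3 alone (2.22 in the paper, 1.38 here), Tdg after KBrO3 alone (2.15 in the paper, 1.23 here), Tdg after co-exposure (2.10 in the paper, 1.36 here) and Atm after KBrO3 alone (1.64 in the paper, 1.22 here), the fold changes no longer differed with the use of any probe of the gene. For Ercc8 after co-exposure (2.50 in the paper, 1.75 here), the fold change no longer differed with median scaling or the use of any probe of the gene. For Exo1 after KBrO3 alone (2.14 in the paper, 1.99 here), the fold change no longer differed with quantile normalization, median scaling or slide as a random block. For Fen1 after KBrO3 alone (2.64 in the paper, 2.47 here), the fold change no longer differed with quantile normalization, median scaling or normexp background correction. For Pold1 after co-exposure (1.68 in the paper, 1.33 here), the fold change no longer differed with median scaling or normexp background correction. Fits without 1 array closed the gap for Apex1 after co-exposure (1 of 15 fits) and Fen1 after KBrO3 alone (1 of 15 fits).

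Table 5 gives fold changes over control at 4 hr. For Apex1 after co-exposure (1.58 in the paper, 1.75 here), Exo1 after co-exposure (3.40 in the paper, 3.75 here), Fen1 after co-exposure (1.90 in the paper, 2.02 here) and Rpa1 after co-exposure (1.53 in the paper, 1.72 here), the fold changes no longer differed with quantile normalization or median scaling. Under none of the alternatives was the gap closed for the fold changes of Ercc8 after KBrO3 alone (4.63 in the paper, 3.88 here), Lig3 after co-exposure (2.02 in the paper, −1.58 here), Mre11a after co-exposure (2.27 in the paper, 1.31 here), Tdp1 after KBrO3 alone (1.44 in the paper, −1.25 here) and Tdp1 after co-exposure (1.66 in the paper, −1.22 here). For Ercc8 after co-exposure (6.36 in the paper, 3.78 here), Tdg after KBrO3 alone (2.12 in the paper, 1.71 here) and Tdg after co-exposure (2.82 in the paper, 1.69 here), the fold changes no longer differed with the use of any probe of the gene. For Exo1 after KBrO3 alone (2.33 in the paper, 2.66 here), Fen1 after KBrO3 alone (1.73 in the paper, 1.89 here) and Rpa1 after KBrO3 alone (1.56 in the paper, 1.84 here), the fold changes no longer differed with quantile normalization. For Parp1 after KBrO3 alone (1.28 in the paper, 1.15 here), the fold decrease no longer differed with quantile normalization, the use of any probe of the gene or slide as a random block. For Parp1 after co-exposure (1.39 in the paper, 1.30 here), the fold decrease no longer differed with quantile normalization, median scaling or the use of any probe of the gene. For Mpg after KBrO3 alone (1.91 in the paper, 1.74 here) and Xrcc1 after KBrO3 alone (1.72 in the paper, 1.51 here), the fold decreases no longer differed with quantile normalization. For Mpg after co-exposure (2.59 in the paper, 2.46 here) and Xrcc1 after co-exposure (1.76 in the paper, 1.60 here), the fold decreases no longer differed with quantile normalization or median scaling. For Neil3 after KBrO3 alone (6.24 in the paper, 2.76 here) and Polb after co-exposure (2.90 in the paper, −1.37 here), the fold decreases no longer differed with the use of any probe of the gene. No alternative closed the gap between the fold decrease for Neil3 after co-exposure (11.36 in the paper, 3.88 here). Fits without 1 array closed the gap for Fen1 after co-exposure (1 of 15 fits), Parp1 after co-exposure (3 of 15 fits) and Mpg after co-exposure (2 of 15 fits).

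Negative numbers in the lists of fold changes and of fold decreases mark the opposite direction. In Table 5, this concerns Lig3 after co-exposure, Tdp1 after KBrO3 alone and co-exposure, and Polb after co-exposure, and with any probe of the gene the fold decrease of Polb here was 2.60. The paper's entries in Table 5 for Lig3 (2.02) and Mre11a (2.27) after co-exposure and for Tdp1 after KBrO3 alone (1.44) and co-exposure (1.66) equal its entries for 24 hr in Table 4. Of the table values compared that are not lower bounds here, 14 of 21 in Table 2, 22 of 26 in Table 3, 30 of 40 in Table 4 and 28 of 37 in Table 5 lay within a factor of 1.5 of the paper's. Of the lower bounds, 9 in Table 2 and 4 in Table 3, 0 exceed the paper's values by over 1.5-fold, so they were not counted as differing. A bound below the paper's value does not conflict with it, but it does not show agreement either.

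The paper does not state which probe of a gene its tables give. After these differences were seen, the other tested probes of each gene were compared as well. Of 37 differing table values whose gene has another tested probe, another probe was nearer to the paper's value for 34 and no longer differed for 21. Among those that no alternative had brought together, another probe gave 2.67 for Mre11a after KBrO3 alone at 24 hr, 4.43 for Ercc8 after KBrO3 alone at 4 hr, and, after co-exposure at 4 hr, 102 for Ptgs2 and a fold decrease of 28.1 for Fzd2, which no longer differ. Nearer but still different were Robo3 at 24 hr (20.2 after KBrO3 alone and 55.7 after co-exposure), the fold decrease of Fgl2 after KBrO3 alone at 24 hr (86.8) and the fold decreases after co-exposure at 4 hr of Neil3 (10.1), Akr1b10 (28.2), Kat2b (25.0) and Tns1 (31.2).

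The paper lists no change for several repair genes that passed an adjusted p of 0.05 here. In Table 4, these are 3 of 6 genes compared after KBrO3 alone (Ercc5, Polk and Xrcc5, with fold changes of 1.08, 1.18 and 1.31) and 2 of 2 after co-exposure (Ercc6 at −1.31 and Lig4 at 1.69). In Table 5, they are 5 of 7 after KBrO3 alone (Apex1 at 1.52, Ercc3 at 1.35, Ercc6 at 1.25, Lig3 at −1.54 and Lig4 at 1.32) and 1 of 1 after co-exposure (Ercc5 at −1.21). For BPA alone, 0 of 24 such entries in Table 4 and 0 of 21 in Table 5 were called here by limma, and 3 and 5 of the 32 repair genes had an unadjusted p under 0.05.

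Exo1 after BPA alone at 4 hr, which Table 5 lists as altered, had a fold change of 1.66 and an adjusted p of 0.0842 here and was called at an unadjusted p under 0.05. Ercc6 after KBrO3 alone at 24 hr, which Table 4 lists as higher, had a fold change of 1.02 here (adjusted p = 0.849).

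The paper describes the suppression of Neil1, Neil3, Polb and Poll as limited to 4 hr. At 24 hr, limma here gave fold changes after co-exposure of 1.27 for Neil1, −1.39 for Neil3 and 1.35 for Poll. Each had an adjusted p below 0.05 and 3 of 3 arrays beyond all controls. The rises of Neil1 and Poll do not go against a suppression limited to 4 hr. Neil3 after co-exposure and Neil1 after KBrO3 alone were lower at 24 hr, calls lost with median scaling. For Polb at 24 hr, the brightest probe gave 1.46 after KBrO3 alone, whereas its other probes were lower than control after both treatments. Polb is listed by the paper among the genes suppressed at 4 hr, whereas its brightest probe gave −1.08 after KBrO3 alone and 1.37 after co-exposure here, and its other two probes fell.

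Several genes that Tables 2 and 3 rank among the most changed after BPA alone did not pass the Bonferroni threshold here on their brightest probe. At 4 hr, these were Cxcl3, Hcar2, Lgals12, Fry, Hpgd and Plch2, all of which passed a Benjamini-Hochberg adjusted p of 0.05. At 24 hr, they were Wfdc17, Lcn2, Ostn, Car6, Myh2 and Slc26a7, which passed the latter as well, and Myh1 and Nebl, which passed it with any probe of the gene.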

Other observations

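Of the tests in this part, those of S phase, of the acute-phase genes and of gene lists with slide as a fixed block were chosen only after the results were seen, as were the 5 genes of the latter.

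Chance was examined by regrouping the 6 arrays of each comparison in all 10 ways. For the number of altered genes, 1 split of 10, the real one, gave as many in each of the 6 comparisons with control and the 2 direct differences. For the repair genes, this was 1 of 10 for KBrO3 alone and for co-exposure at both times, and 10 of 10 for BPA alone, for which limma called 0 genes at either time and 5 and 3 had an unadjusted p under 0.05 at 4 and 24 hr. For the number of shifted gene lists, it was 1 of 10 for KBrO3 alone and 5 of 10 for co-exposure at 4 hr, and 3 of 10 and 2 of 10 at 24 hr. A share among 10 splits is never under 0.1, so the splits by themselves cannot exclude chance for any of these numbers. Every other split gave 0 or 1 altered genes. Such splits mix treated and reference arrays within a group, which raises the spread, so their low counts are in part built in. The real split follows the slides in co-exposure against KBrO3 alone at 4 hr. It also does so in co-exposure against control at both times and in KBrO3 alone against control at 24 hr. In these comparisons no value within a slide can be had. The correlation of BPA alone with BPA added to KBrO3 was regrouped in 100 pairs of splits. At 24 hr, 1 of 100, the real one, was as far from 0, and the largest other was 0.463. This argues against chance at 24 hr, although 1 of 100 is the lowest share possible and the pairs reuse the same arrays. At 4 hr, 20 of 100 were as far from 0, so chance stays open there.

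That 24 hr correlation was weighed against technical sources. With slide as a fixed block in the direct difference it was 0.474, which argues against slides as its source. Across the third of the genes with the highest signal, 4755 of them, it was 0.627, and it was 0.424 across the third with the lowest signal and 0.518 after a trend with signal had been removed, which argues against a bias that depends on signal. What stays open is a cause in the cells, and BPA may shift in part the same genes with and without KBrO3 at 24 hr.

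BPA alone altered 20 genes at 4 hr and 6 at 24 hr. Replicates of the second set varied more, with a median ratio of residual SDs of 2.80. With the spread of the first set in place of its own, the same fold changes would have given 2586 genes at 4 hr and 2143 at 24 hr. Those fold changes still carry the second set's noise, which the smaller spread counts as change. These numbers therefore do not show how many genes respond to BPA. The low counts may come from the larger spread, since fewer simulated changes were recovered in this set. The origin of the spread stays open, slides included. Deviations of control replicate 1 correlated with those of BPA 4 hr replicate 2 (r = 0.503) and BPA 24 hr replicate 1 (0.648). The latter 2 correlated with r = 0.468. These arrays lie on separate slides and were picked after all pairs were seen, and other pairs were as low as −0.518. A factor that they share under different replicate numbers may add to the spread, but none was fitted. A biological difference between the cultures was not tested.

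The effect of KBrO3 alone at 4 hr was fitted with slide as a fixed block. All of the altered probes, 100%, kept their direction, and 3913 genes were altered in place of 5156, 3780 of them shared, which argues against slides as the whole cause as far as 1 control array shows, since the slide that both groups share holds 1 control and 3 KBrO3 arrays. In the direct difference at 24 hr, 886 of the 1057 genes found with the block were among the 1221 found without it. At 4 hr, the share of higher genes among those altered by KBrO3 alone moved by at most 5.42 percentage points with quantile normalization or median scaling. Each of these scalings brings every array to a common level, so this decides nothing about scaling as the reason for that balance.

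Of the genes altered by co-exposure and by neither single treatment at 4 hr, 90.6% changed in the same direction with KBrO3 alone at an adjusted p below 0.05, and 20.9% differed in the direct test. At 24 hr the shares were 85.2% and 31.6%. The genes were picked for passing the thresholds with co-exposure and missing them with KBrO3 alone, and the median size of their log2 fold change was 0.95 against 0.50 at 4 hr and 0.91 against 0.45 at 24 hr, so the choice of the genes by itself lowers the share that passes the 1.5-fold limit of the direct test. At 24 hr, 436 of these genes passed the direct test. For them, this argues against a shift by KBrO3 as the whole explanation. At 4 hr, 314 genes passed it, but slide and treatment cannot be told apart there. For the remaining genes at either time, a shift by KBrO3 that falls short of the thresholds and an added effect of BPA cannot be told apart.

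Repair genes were higher at 24 hr after KBrO3 alone and co-exposure, and so was the list for DNA replication and S phase. A larger share of cells in S phase would leave repair genes without known S-phase regulation where they were. Their median was 0.25 after KBrO3 alone (adjusted p = 0.000352) and 0.52 after co-exposure (adjusted p = 8.66e-08), higher in 3 of 3 arrays each, which argues against S phase as the whole explanation. Regulation by the damage response stays open as a biological hypothesis, and no control is labeled as sampled at 24 hr. Time in culture was tested through BPA alone at 24 hr minus 4 hr, which shares no array with KBrO3 alone at 24 hr minus control. These correlated with r = 0.0600 across genes. The later BPA arrays also hold what remains of the 4 hr response to BPA, and replicates of that set varied more, so a low correlation decides nothing. For the 24 hr changes over control, time in culture and treatment cannot be told apart. In the first set the same holds for slide, since its 24 hr arrays share no slide with the controls.

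Saa3, Lcn2, Wfdc17, Ccl20 and Hp, picked after their values were seen, rose with BPA alone at 24 hr, by 4.66, 4.23, 5.12, 1.92 and 1.91 on the log2 scale in means of 3 arrays. The explanation that BPA raises these genes also when added to KBrO3 had mixed results, as 2 of the 5, Lcn2 and Wfdc17, were higher in co-exposed than in KBrO3-only cells at 24 hr, by 0.96 and 3.03, and the others were at −0.43, −0.44 and −1.66. The second set's controls were lower than the first set's in all 5, by −8.51, −7.09, −6.45, −4.27 and −5.46 in the order above. The rise with BPA alone was measured against the second set's own controls, so a difference between the array sets does not produce it. Genes that go both ways decide nothing about BPA added to KBrO3, so whether the presence of KBrO3 or the cultures of the array sets keep 3 of these genes from rising there cannot be told apart.

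The controls of the 2 sets had mean values that correlated with r = 0.967 across 14264 genes. Of these genes, 5444, or 38.2%, were over 1.5-fold apart, with an SD of the log2 differences of 0.82. The sets were extracted with different software versions, and no sample was measured in both, so that array set and culture cannot be told apart.

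Heat shock genes rose at 4 hr by a median of 1.42 after KBrO3 alone (adjusted p = 2.15e-08) and 1.24 after co-exposure (5.47e-07), and at 24 hr by 0.45 (8.83e-05) and 0.48 (2.82e-04), in 3 of 3 arrays each. With BPA alone the median was 0.042 at 4 hr (0.978), negative after quantile normalization, and 0.22 at 24 hr (0.0308), which was no longer called after quantile normalization or with slide as a fixed block (0.22, adjusted p = 0.126). Genes of oxidative phosphorylation had medians of 0.017 after KBrO3 alone (adjusted p = 0.947, 2 of 3 arrays), reversed by quantile normalization as given above, and −0.19 after co-exposure at 4 hr (0.0754, 3 of 3 arrays), and of 0.052 (0.477) and 0.042 (0.613) at 24 hr. BPA alone gave 0.18 at 4 hr (0.203) and 0.13 at 24 hr (0.0958), each in 2 of 3 arrays. With slide as a fixed block the 4 hr value reversed to −0.14. The 24 hr value was negative after quantile normalization and called with slide as a fixed block (0.42, adjusted p = 2.47e-04). The direct difference between co-exposure and KBrO3 alone was −0.20 at 4 hr (0.00217, 3 of 3 arrays), on separate slides and no longer called after quantile normalization.

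Immediate early genes rose after KBrO3 alone by 2.24 at 4 hr (adjusted p = 9.71e-15) and after co-exposure by 2.22 (1.54e-10). NRF2 targets rose by 1.22 (3.32e-09) and 1.46 (4.44e-07), and cholesterol synthesis by 0.97 (1.62e-04) and 1.36 (1.04e-04) at 4 hr, before falling to −1.05 (1.96e-08) and −1.25 (5.32e-09) at 24 hr. Mitosis genes were at −0.80 (8.29e-08) and −1.38 (4.27e-10) at 4 hr, and at 24 hr at 0.70 (9.35e-11) and 0.0043 (0.977). In all of these, 3 of 3 arrays moved in the direction given, except for the last, with 2 of 3. These lists were set against the first set's controls, and no explanation was tested for them.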
